# Ablation of NLRP3 inflammasome attenuates muscle atrophy via inhibiting pyroptosis, proteolysis and apoptosis following denervation

**DOI:** 10.7150/thno.74831

**Published:** 2023-01-01

**Authors:** Zongqi You, Xinying Huang, Yaoxian Xiang, Junxi Dai, Lei Xu, Junjian Jiang, Jianguang Xu

**Keywords:** NLRP3 inflammasome, denervation, muscle atrophy, pyroptosis, proteolysis, apoptosis

## Abstract

**Rationale:** The inflammasome has been widely reported to be involved in various myopathies, but little is known about its role in denervated muscle. Here, we explored the role of NLRP3 inflammasome activation in experimental models of denervation *in vitro* and *in vivo*.

**Methods:** Employing muscular NLRP3 specific knock-out (NLRP3 cKO) mice, we evaluated the effects of the NLRP3 inflammasome on muscle atrophy *in vivo* in muscle-specific NLRP3 conditional knockout (cKO) mice subjected to sciatic nerve transection and *in vitro* in cells incubated with NLRP3 inflammasome activator (NIA). To evaluate the underlying mechanisms, samples were collected at different time points for RNA-sequencing (RNA-seq), and the interacting molecules were comprehensively analysed.

**Results***:* In the experimental model, NLRP3 inflammasome activation after denervation led to pyroptosis and upregulation of MuRF1 and Atrogin-1 expression, facilitating ubiquitin-proteasome system (UPS) activation, which was responsible for muscle proteolysis. Conversely, genetic knockout of NLRP3 in muscle inhibited pyroptosis-associated protein expression and significantly ameliorated muscle atrophy. Furthermore, cotreatment with shRNA-NLRP3 markedly attenuated NIA-induced C2C12 myotube pyroptosis and atrophy. Intriguingly, inhibition of NLRP3 inflammasome activation significantly suppressed apoptosis.

**Conclusions:** These *in vivo* and *in vitro* findings demonstrate that during denervation, the NLRP3 inflammasome is activated and stimulates muscle atrophy via pyroptosis, proteolysis and apoptosis, suggesting that it may contribute to the pathogenesis of neuromuscular diseases.

## Introduction

Peripheral nerve injury caused by trauma accounts for approximately 2% of all limb injuries worldwide 1. Such injuries result in a rapid and progressive reduction in muscle size and muscle atrophy 2. Although advancements in microsurgical techniques have been made for decades, one-third of patients with peripheral nerve injury achieve poor functional recovery 3. Previous studies have suggested that poor functional recovery is caused by disruption of protein homeostasis, which results in reduced protein synthesis and enhanced protein degradation through the ubiquitin-proteasome system (UPS); however, the underlying mechanism remains to be determined 4. Recently, accumulating studies have demonstrated that inflammatory signalling pathways play crucial roles in inducing muscle atrophy 5-7. However, the exact pathophysiological mechanisms underlying this process are currently unknown.

Pyroptosis, a highly inflammatory from of programmed cell death that is distinct from apoptosis and necrosis, is initiated by the activation of the NOD-like receptor protein 3 (NLRP3) inflammasome 8. Afterwards, the cytokine precursors pro-IL-1β and pro-IL-18 are converted into active cytokines after pro-caspase 1 is cleaved by the NLRP3 inflammasome 9. Additionally, caspase 1 can generate an N-terminal fragment of gasdermin D (GSDMD-N), which induces pyroptosis by forming plasma membrane pores 10. Pyroptotic cell death occurs immediately following gasdermin D (GSDMD) pore formation, and a significant amount of IL-1β is released from GSDMD pores 11. Although several groups recently reported that the inflammasome plays a key role in muscular diseases 12, 13, the link between the NLRP3 inflammasome and muscle atrophy induced by denervation is still unclear.

Given that the UPS seems closely tied to muscle atrophy, it is tempting to speculate that NLRP3 inflammasome-induced pyroptosis contributes to UPS activation during denervation to accelerate muscle atrophy. The efficient release of mature IL-1β mainly results from NLRP3 inflammasome activation 14. IL-1β is considered a critical host-protective cytokine during infection; however, due to the “sterile” settings, it plays various roles during denervation. Emerging evidence reveals that IL-1β increases the levels of the E3 ligase muscle RING finger (MuRF) 1 and F-box protein atrogin 1 expression, which are reliable markers of protein catabolism during atrophic conditions, including denervation 15, in muscle 16, 17.

As there are few proven strategies for alleviating muscle atrophy following denervation, novel therapeutic targets are needed. We provide evidence for the importance of the NLRP3 inflammasome, pyroptosis and cytokines such as IL-1β in denervation in the present study. Here, we employ an *in vivo* mouse model of denervated muscle atrophy and an *in vitro* cellular model of denervation induced by NLRP3 inflammasome activator (NIA). Overall, our findings reveal the role of the NLRP3 inflammasome in the denervation-induced muscle atrophy and the underlying mechanism.

## Materials and methods

### Animals

C57BL/6J male mice and NLRP3 conditional knockout (cKO) mice were obtained from Shanghai Model Organisms Center, Inc. (Shanghai, China) and used in this study. NLRP3 cKO mice were generated as described below. A NLRP3-targeting vector was constructed by ET cloning techniques in EL250 bacterial cells. The targeting vector was designed to flank exons 2-3 with loxp sites and a pGK- polyA cassette. ES cells from C57BL/6J mice were electroporated with the targeting vector. Then, the homologous recombination clones were subjected to double drug selection with G418 and ganciclovir. Through long PCR and sequencing, the ES clones with high resistance were identified. To generate chimeric offspring, ES cell clones were expanded and injected into blastocysts of C57BL/6J mice. Then, heterozygous floxed NLRP3 (NLRP3^flox/+^) mice were obtained by crossing the chimeric mice with C57BL/6J mice. NLRP3^flox/+^ mice were crossed with Myf5-Cre mice to generate Myf5^Cre/+^/NLRP3^flox/flox^ (NLRP3 cKO) and Myf5^+/+^/NLRP3^flox/flox^ wild-type (WT) mice. Throughout the experiment, the mice housed at a constant temperature of 24 °C and humidity of approximately 45% on a 12 h light/dark cycle.

### C2C12 myoblast culture, differentiation and transfection

Murine C2C12 myoblasts were obtained from American Type Culture Collection (ATCC) and incubated in DMEM supplemented with 80 U/ml penicillin, 0.08 mg/ml streptomycin and 10% foetal bovine serum (Gibco, CA, United States) at 37 °C, 5% CO_2_. Isolated subconfluent myoblasts were cultured in DMEM containing 2% horse serum (Biological Industries, Israel) for 4 d to allow the formation of mature myotubes. A lentivirus (LV) expressing shRNA-GFP-NLRP3 (sh-NLRP3) was obtained from Zorin Biotech (Shanghai, China). The sequence of sh-NLRP3 was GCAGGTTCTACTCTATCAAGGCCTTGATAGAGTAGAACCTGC. Then, normal C2C12 myotubes were transfected with LV expressing sh-NLRP3 for 48 h, after which fluorescence was observed. Finally, puromycin was employed for screening, and stably transfected cells were selected.

### Animal model

Male C57BL/6J mice, WT (C57BL/6J genetic background, male) mice and NLRP3 cKO (C57BL/6J genetic background, male) mice aged 6-8 weeks and weighing 22-25 g were employed in this study. The mice underwent surgical denervation of the gastrocnemius (GAS) as described by Dai et al 18. Before surgery, the mice were anaesthetized with 0.2% isoflurane, and 0.1 mg/kg buprenorphine (analgesic) was administered. The GAS muscles were denervated by removing a small section of the sciatic nerve of the left hind leg. Then, 4-0 absorbable sutures were used to close the skin. While the mice recovered from anaesthesia, they were closely observed until their wounds were sutured. After denervation, the mice were sacrificed at various time points (0, 1, 3, 5, 7, 14, 21, 28 d) by cervical dislocation, with 6 mice being sacrificed at each time point. Sham mice were subjected to the same procedures except sciatic nerve transection. At each time point, the GAS muscles were removed and weighed and then stored at -80 °C until further analysis. The experimental protocols performed in this study were approved by Fudan University's Animal Care and Use Committee and conformed to the guidelines of the National Institute of Health Guide for the Care and Use of Laboratory Animals.

### Cell model

To induce NLRP3 activation, 100 ng/mL NIA (Abcam, Cambridge, United Kingdom) was added to the culture medium of C2C12 myotubes. According to the results of a preliminary experiment, the C2C12 myotubes were stimulated with NIA for approximately 12 h, 1 d or 3 d to mimic denervation.

### Force and wet weight measurement

At various time points, the mice were firstly anaesthetized. Before sacrifice, the muscle function was evaluated *in situ*. The end of GAS tendon was isolated and attached to a force transducer (KaiHuiSD Technology, Beijing, China). Next, the muscle length was adjusted to provide maximal tetanic force and the muscle were stimulated with fixed frequency. The force was recorded as newtons per square centimeter (N/cm^2^). The force loss was defined as the post-denervation production compared to the nondenervated side. After that, the mice were sacrificed by cervical dislocation and the left and right GAS muscles were removed, washed with saline and weighed. The wet weight ratio was calculated as the wet weight of the muscle on the uninjured side divided by the wet weight of the muscle on the side of nerve injury. After that, the GAS muscles were placed in 4% paraformaldehyde and stored at -80 °C until use.

### Haematoxylin-eosin (HE) staining

Fresh GAS muscle samples were fixed with 4% paraformaldehyde overnight, embedded in paraffin and subjected to HE staining. Images were captured using a microscope (Zeiss Axio Scope.A1, Germany), and the area of each fibre cross-section in six randomly chosen fields was calculated with ImageJ software (National Institutes of Health, USA).

### RNA sequencing (RNA-seq)

Following the manufacturer's instructions, total RNA was extracted from muscle tissue samples using the miRNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA). The purity of each sample was determined by a NanoPhotometer ® (IMPLEN, CA, USA). Then, an Agilent 2100 RNA Nano 6000 Kit (Agilent Technologies, CA, USA) was used to determine the concentration and integrity of the RNA samples. A total of 1-3 μg of RNA per sample was used as the input material for RNA sample preparation. According to the manufacturer's recommendations, RNA-seq libraries were generated with the VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina ® (NR604-01/02), and each sample was assigned index codes based on its attributed sequences. After library examination, index-coded samples were clustered using the HiSeq PE Cluster Kit v4-cBot-HS (Illumina) on a cBot cluster generation system. Finally, 150-bp paired-end reads were generated on the Illumina platform for each library.

### Western blot analysis

First, equal amounts of protein were leaded in each lane of a polyacrylamide gel. Next, the proteins were separated by SDS-PAGE and transferred to a PVDF membrane. After incubated for two hours at room temperature, the membrane was blocked with 5% skim milk and sequentially incubated with primary antibodies against NLRP3 (Cell Signaling Technology, Danvers, MA, USA), GSDMD (Biorbyt, St Louis, MO, USA), ASC (Biorbyt), Caspase 1/p20/p10 (Proteintech, Rosemont, USA), MuRF1 (Biorbyt), Atrogin-1 (Biorbyt), Caspase 3 (Proteintech), IL-1β (Biorbyt), IL-18 (Sigma-Aldrich, St. Louis, MO, USA) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (Bioworld Technology, Minneapolis, MN, USA) overnight at 4 °C. The membrane was then washed and incubated for 2 h at room temperature with horseradish peroxidase-conjugated IgG. Finally, we employed ECL Western blotting detection reagents (Thermo Fisher Scientific) to visualize the protein bands and used Un-Scan-It 6.1 software (Silk Scientific, Orem, UT, USA) to measure the band density.

### Isolation of total RNA and real-time PCR

RNA was isolated from C2C12 myotubes and GAS muscle tissues using and RNA Extraction Kit (Sigma-Aldrich). The PrimeScript™ RT Reagent Kit (Perfect Real Time, Takara, Japan) was employed to synthesize cDNA. Quantitative real-time PCR was performed on a QuantStudio 5 system (Applied Biosystems, USA) using Maxima SYBR Green/ROX qPCR Master Mix (2X) (Thermo Fisher Scientific). GAPDH was utilized as an internal control to determine the relative gene expression levels. All primer sequences are listed in Table 1.

### Immunofluorescence staining

Briefly, GAS muscle sections (6 μm thickness) or C2C12 myotubes were incubated with primary antibody against NLRP3 (Cell Signaling Technology) overnight at 4 °C. The sections were washed three times with PBS and incubated with secondary antibodies (Alexa Fluor^TM^ 594-conjugated, Jackson ImmunoResearch Laboratories, West Grove, PA, USA) for 1 h at room temperature and then counterstained with myosin (Alexa Fluor^TM^ 488-conjugated, Thermo Fisher Scientific) overnight at 4 °C. At last, they were incubated with 4,6-diamidino-2-phenylindole (DAPI, Millipore Sigma, Burlington, MA, USA) for 4 min at room temperature. Finally, a Zeiss HB050 inverted microscope (Carl Zeiss, Oberkochen, Germany) was used to examine the fluorescence.

### Enzyme-linked immunosorbent assay (ELISA)

GAS muscle tissues and the medium of C2C12 myotubes were collected and centrifuged for 20 min at 4 °C and 12,000 rpm. We measured the levels of IL-1β and IL-18 using ELISA kits (R&D Systems, Minneapolis, MN, USA) according to the manufacturer's instructions.

### TUNEL staining

As described in previous studies, a TUNEL Detection Kit (Roche, Indianapolis, IN, USA) was employed for TUNEL staining. In detail, after overnight incubation with primary antibody at 4 °C, GAS muscle sections (6 μm thickness) or C2C12 myotubes were incubated with TUNEL reaction mixture for 1 h at 37 °C in the dark. They were then stained with DAPI (Sigma-Aldrich) for 2 min after 3 washes with PBS.

### Flow cytometry

After 3 washes with PBS, GAS muscle tissues or C2C12 myotubes were resuspended in fluorescein isothiocyanate (FITC)-conjugated Annexin-V binding buffer. Then, 5 µl FITC-conjugated Annexin-V (Keygen Biotech, Jiangsu, China) was added, and the samples were incubated in a dark chamber. The reaction mixture was kept at room temperature for 15 min. In the end, the samples were stained with 5 µl of propidium iodide (PI), incubated for 10 min, and analysed by flow cytometry (Becton-Dickinson FACSCalibur, United States).

### Statistical analysis

The data in the present study are presented as the means ± SDs. Differences between the two experimental groups were analysed by unpaired 2-tailed Student's t tests. Differences among multiple groups were analysed by 1- or 2- way ANOVA followed by Bonferroni's post hoc test. Significance was set at *p* < 0.05.

## Results

### Morphological and structural changes after experimental denervation

We established a sciatic nerve transection mouse model and explored the progression of GAS muscle atrophy after denervation (Figure 1A). As previously reported 19, the wet weight ratio of GAS muscle showed an upwards trend during the first 3 d after injury, possibly due to short-term oedema, as indicated rapid weight loss (approximately 67%) over the next 25 d (Figure 1B-D). Notably, no significant difference in the wet weight ratio was seen within 5 d after denervation (Figure 1C). Furthermore, the morphology of muscle fibres was not different between the model group and sham group until the 14^th^ d after denervation (Figure 1C). In general, analysis of GAS muscle tissues with timeline manifestation provided intuitive evidence of the morphological and structural changes that occurred after experimental denervation and indicated that extensive atrophy may occur beginning 14 d after injury.

### Analysis of differentially expressed genes (DEGs) and Gene Ontology (GO) biological process (BP) enrichment after experimental denervation

RNA extracted from GAS muscle tissues, and DEG and GO-BP term enrichment analyses were performed. 

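GAS muscle, the gastrocnemius of the calf, loses its motor supply when the sciatic nerve is cut. RNA sequencing covered GAS muscles of mice at 0, 1, 3, 5, 7, 14, 21 and 28 d, with 4 samples at each time point and 32 samples in all. The 0 d samples were taken as the sham group of Figure 2, while the sample labels list the nerve transection for every time point, 0 d included. The authors deposited 1 value per gene and sample for 33397 genes, in FPKM, which divides the fragments of a gene by its exon length and by the total of the sample. The paper's text does not name the aligner, the annotation or the test behind the DEGs, and its statistics section names general tests for comparing groups. For 33356 of the genes, the identifiers matched GENCODE mouse release 21, whose merged exon lengths turned the FPKM values back into fragments. Between 99.3% and 99.4% of the values under 200 fragments in each sample were then whole numbers.
The recovered depth ranged from 14925293 to 15874338 fragments in the sham group, with a median of 15336780. It ranged from 16615496 to 17561594 at 14 d (median 17196737), from 16055127 to 17408541 at 21 d (median 16476196) and from 16533926 to 17530969 at 28 d (median 16796352). The earlier samples held 14199916 to 16511948 fragments at 1 d (median 15750235), 15318082 to 16875474 at 3 d (median 16505462), 16325404 to 17425605 at 5 d (median 16955972) and 15534899 to 17473321 at 7 d (median 16784799). Mitochondrial genes took 14.5% to 18.2% of the fragments in the sham group and 7.27% to 12.0% at 14, 21 and 28 d. Because FPKM divides by the total, a smaller share for these genes raises the values of the others.
The FPKM values were taken to log2 after adding a pseudocount of 1 and tested with limma. Genes entered a fit when at least 4 of its samples reached an FPKM of 0.1. Fold changes on this scale understate the change of genes with low FPKM.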

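Samples of the same time point were compared before they were treated as replicates. Across the 13405 genes with an FPKM of at least 1 in at least 4 samples, Pearson's r between replicates had a median of 0.987 and a minimum of 0.963. Between samples of different time points the median was 0.944 and the minimum 0.895. These coefficients run across genes, which are not independent replicates. The fragments of every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 4.22 to 72.8, so no pair looked like repeated files of the same library. That the samples are separate replicates is taken from their labels. The first principal component held 44.7% of the variance and the second 19.6%. On the first component the 4 sham samples lay between -58.0 and -53.7, and the 12 samples of 14, 21 and 28 d lay between 16.8 and 26.1. A single sample of 3 d, at -19.4, stood away from the other samples of its time point, which lay between 0.75 and 6.25.

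**Figure D1:**
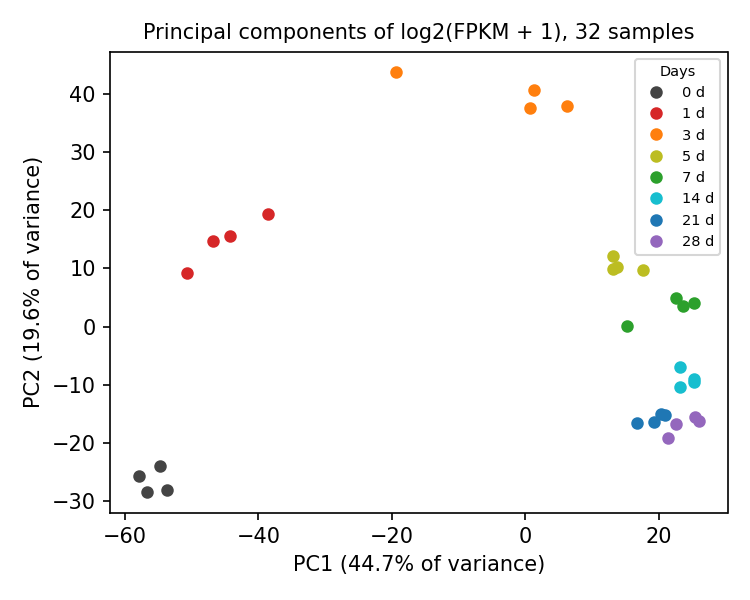
Positions of the 32 samples on the first (44.7% of variance) and second (19.6%) principal components of log2(FPKM + 1), coloured by days post denervation; each point is 1 sample. The 4 samples at 0 d sit apart from the 12 samples at 14, 21 and 28 d on the horizontal axis.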

To ensure the reproducibility of the results, at least four biologically independent samples were used in each analysis. 

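The 12 denervated samples of 14, 21 and 28 d were compared with the 4 sham samples at an unadjusted p under 0.05 from limma and a change of at least 1.5-fold. Of 20243 genes tested, 2951 were higher and 864 were lower post denervation, so that 77.4% of the 3815 called genes were higher. In 2767 of the higher genes and 780 of the lower genes, every denervated sample lay beyond every sham sample. Such separation was seen in 37.1% of all tested genes, where chance gives 0.11%. With each sample left out in turn, the higher genes numbered 2884 to 3055 and the lower genes 855 to 886. Among the alternatives, the count of higher genes moved most when the fold threshold was dropped and the p was adjusted by Benjamini-Hochberg, to 9197 higher and 2441 lower genes.
The balance of higher and lower genes moved with the scaling between samples. Median-ratio scaling gave 1402 higher and 1657 lower genes (45.8% higher), and quantile normalization gave 1530 and 1510 (50.3% higher). The median log2 fold change of the 11965 genes with a mean FPKM of at least 1 over the 16 samples was 0.28 as deposited and 0.01 after median-ratio scaling. All 1402 genes that were higher after median-ratio scaling were also higher without it.
Each time point was also compared with the sham group in a limma fit of all 32 samples, at a Benjamini-Hochberg adjusted p under 0.05 and 1.5-fold. This called 4075 genes at 14 d, 3466 at 21 d and 4049 at 28 d. Of the 3815 genes called over the time points together, 2942 were called in the same direction at each of the 3 time points, and 28 at none. These comparisons share their samples, so the overlap is not a separate test.
Sarcolipin (Sln, ENSMUSG00000042045; chromosome 9, 53850164 to 53854560, GRCm38) rose from an FPKM of 3.45 ± 1.77 (SD, n = 4) to 931 ± 271 (SD, n = 12), a log2 fold change of 7.72 (standard error 0.26, limma adjusted p = 9.59e-14). Ankrd1 (ENSMUSG00000024803; chromosome 19, 36111961 to 36120099) rose from 3.84 ± 1.09 to 490 ± 53.1 (log2 fold change 6.69, standard error 0.11, limma adjusted p = 1.5e-17). The keratin genes Krt18 and Krt8 and the gene Igfn1 had log2 fold changes of 7.22, 6.16 and 6.29. Among the lower genes, Dhrs7c (ENSMUSG00000033044; chromosome 11, 67798187 to 67816002) fell from an FPKM of 99.0 ± 2.81 (SD, n = 4) to 2.11 ± 0.755 (SD, n = 12), a log2 fold change of -5.04 (standard error 0.16, limma adjusted p = 3.68e-14). Amd1, Odf3l2 and Gm49477 had log2 fold changes of -4.64, -4.11 and -3.99. Relative to the shift of the median, as median-ratio scaling gives them, the changes were 7.42 for Sln, 6.37 for Ankrd1 and -5.37 for Dhrs7c. Exons of Krt8 overlap an antisense gene by 101 bases, and the text does not state whether the counting used the strand.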

A total of 33377 DEGs, including 865 downregulated and 2938 upregulated genes were identified between atrophied GAS muscle tissues and GAS muscle tissues from the sham (nondenervated) group at 14, 21 and 28 after denervation; these DEGs are presented in a heatmap (Figure 2A) and a volcano plot (Figure 2B). Moreover, GO enrichment analysis of the DEGs was performed, and the BP terms in which the upregulated genes were enriched are shown in Figure 2C.

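The genes that were higher post denervation were set against the Reactome pathways, in place of the GO-BP terms of Figure 2C. Reactome is a curated collection of pathways, here the mouse set shipped with the fgsea package. The background was the 5077 tested genes found in any pathway, of which 1029 were higher, and 1142 pathways with 5 to 500 background genes were tested by Fisher's exact test (one-sided). At a Benjamini-Hochberg adjusted p under 0.05, 114 pathways were enriched. Genes are not independent replicates in such a test. The pathways of protein synthesis ranked first. Eukaryotic translation elongation had 78 of its 93 genes among the higher genes, where 18.8 were expected (odds ratio 22.1, adjusted p = 1.66e-37). Against a background of only those genes whose FPKM could reach a 1.5-fold change, 113 pathways were enriched, and the odds ratio of translation elongation was 30.9 (adjusted p = 1.07e-37). After median-ratio scaling 38 of these genes remained among the higher genes (odds ratio 7.59, adjusted p = 6.48e-14), and 96 pathways were enriched. Of the pathways of cell death, apoptosis had 47 higher genes of 135, where 27.4 were expected (odds ratio 2.15, adjusted p = 0.000595). Regulation of apoptosis had 27 of 49, where 9.93 were expected (odds ratio 4.93, adjusted p = 1.95e-06). The genes behind these hits are not listed here. A part that they share with other sets, such as the genes of the proteasome, thus cannot be told apart from cell death.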

Notably, genes that showed upregulated expression during atrophy were enriched in “positive regulation of NLRP3 inflammasome complex assembly” (Figure 2C), suggesting that the NLRP3 inflammasome might be activated during this process. 

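The Reactome pathway named the NLRP3 inflammasome had 12 genes in the background. Of these, 5 were among the genes higher at 14, 21 and 28 d, where 2.43 were expected (odds ratio 2.82, Fisher's exact test, one-sided, p = 0.0759, Benjamini-Hochberg adjusted p = 0.467 over all pathways tested). Among genes whose FPKM could reach a 1.5-fold change, the pathway had 9 genes and the odds ratio was 4.15 (adjusted p = 0.253). The 5 genes, named after their values were seen, were App, Hsp90ab1, Pstpip1, Txn1 and Panx1. Txnip, in the same pathway, fell by 1.03 on the log2 scale. With the smaller pseudocount of 0.1 the odds ratio was 6.08 (adjusted p = 0.0353), the largest move of the adjusted p among the alternatives. A list of 23 activators of the inflammasome, written by hand in place of the GO term, had 3 higher genes (Tlr4, Tlr6 and Myd88) where 3.35 were expected (odds ratio 0.879, one-sided exact p = 0.672), or an odds ratio of 0.68 (exact p = 0.812) among the 20 that could reach 1.5-fold. Taken as a mean of log2(FPKM + 1), the list was 0.22 higher at 14, 21 and 28 d (17 of 23 genes higher, two-sided exact permutation p = 0.00055, the smallest possible), 0.48 higher with TPM and 0.02 higher with quantile normalization (exact p = 0.39), and it turned to -0.01 with median-ratio scaling (exact p = 0.61).
Nlrp3 (ENSMUSG00000032691; chromosome 11, 59541568 to 59566956, GRCm38) had an FPKM of 0.0633 ± 0.0452 (SD, n = 4) in the sham group, from 1 to 8 fragments per sample, and 0.267 ± 0.0993 (SD, n = 12) at 14, 21 and 28 d, from 6 to 30 fragments. The log2 fold change was 0.25 (standard error 0.06, limma adjusted p = 0.00208), and 10 of the 12 denervated samples lay above every sham sample (exact permutation test, two-sided, p = 0.0016). Casp1 (ENSMUSG00000025888; chromosome 9, 5298517 to 5307265) went from 0.901 ± 0.277 to 1.75 ± 0.32 (log2 fold change 0.54, standard error 0.10, limma adjusted p = 0.000171). Gsdmd (ENSMUSG00000022575; chromosome 15, 75862327 to 75867408) went from 3.04 ± 0.047 to 4.43 ± 0.528, and every denervated sample lay above every sham sample (log2 fold change 0.42, limma adjusted p = 0.000111). The exact permutation p for Gsdmd was 0.00055, the smallest that 4 samples against 12 allow. Pycard, which encodes ASC, had a log2 fold change of 0.25 (limma adjusted p = 0.000246) and Il18 of 0.55 (limma adjusted p = 0.00501). Exons of Pycard overlap an antisense gene by 630 bases. Il1b (ENSMUSG00000027398; chromosome 2, 129364570 to 129371139) had 0 to 3 fragments in each sham sample, so its rise to an FPKM of 0.306 ± 0.157 (SD, n = 12) was at least 2.99-fold (limma adjusted p = 0.00791). Adjusted over these 6 genes alone, the limma p-values ran from 0.000156 to 0.00366. Single time points were set against the sham group in the limma fit of all 32 samples. The adjusted p at 14, 21 and 28 d was 0.0166, 0.118 and 0.0346 for Nlrp3. It was 0.00801, 0.00237 and 0.00692 for Casp1, and 0.0292, 0.113 and 0.0105 for Gsdmd. For Pycard it was 0.033, 0.0516 and 0.0506, and for Il18 0.39, 0.0314 and 0.000884. For Il1b it was 0.575, 0.585 and 0.38. That fit includes the 1 d samples, in which Il1b ran from 6 to 250 fragments. The standard error of Il1b was 0.331 there, against 0.087 in the fit of 0, 14, 21 and 28 d. At 14 d and at 28 d all 4 samples lay above every sham sample in Il1b (exact permutation test, two-sided, p = 0.0286 each). At 21 d 3 of the 4 samples did (exact permutation test, two-sided, p = 0.114). On the log2(FPKM + 1) scale, which understates the change of genes with a low FPKM, none of the 6 genes reached a 1.5-fold change. With a pseudocount of 0.1 the log2 fold changes were 1.15 for Nlrp3, 0.91 for Casp1, 1.29 for Il1b, 0.86 for Pycard and 0.74 for Il18, all past 1.5-fold, and 0.52 for Gsdmd. After median-ratio scaling the limma adjusted p was 0.102 for Gsdmd (log2 fold change 0.13) and 0.113 for Il18 (log2 fold change 0.30).

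**Figure D2:**
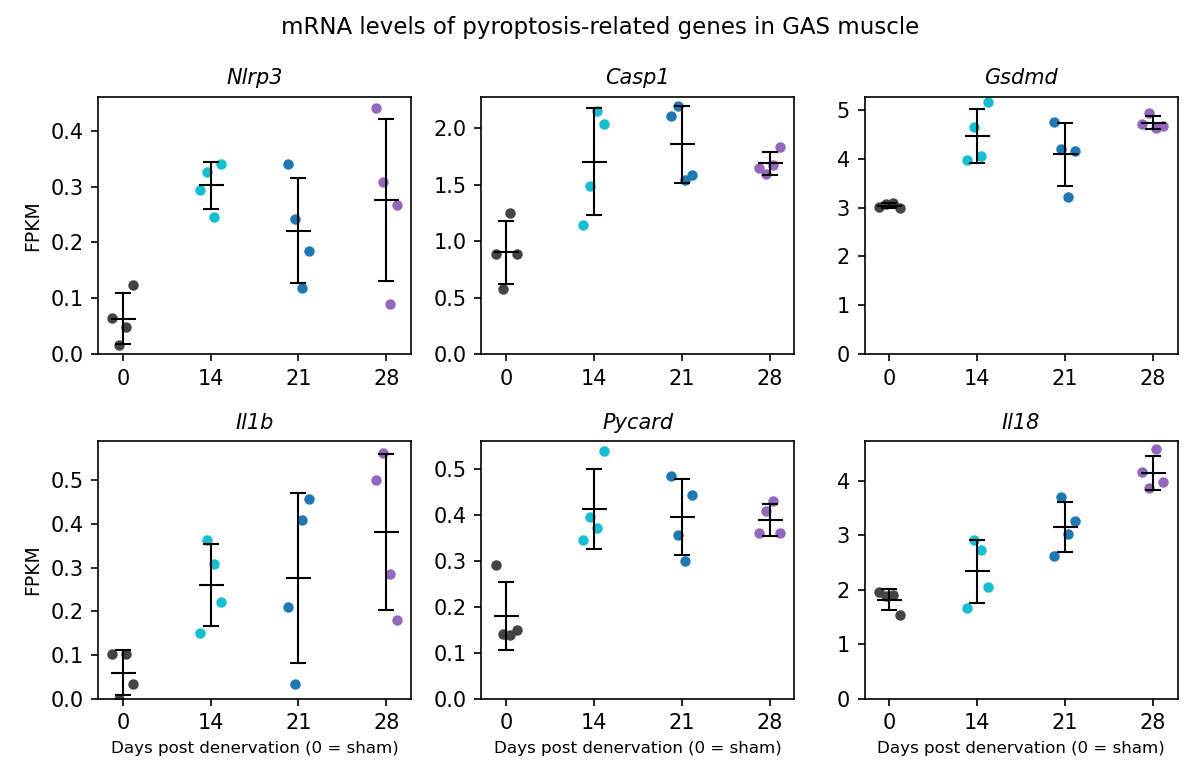
FPKM of Nlrp3, Casp1, Gsdmd, Il1b, Pycard and Il18 in each GAS muscle sample at 0, 14, 21 and 28 d; points are samples (n = 4 per time point), and bars show the mean ± SD. For Gsdmd and Pycard, all 12 denervated samples lie above every sham sample.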

Due to the crucial role of the NLRP3 inflammasome in initiating pyroptosis 10, we further investigated the correlation between the NLRP3 level and the levels of pyroptosis-related genes based on the RNA-seq data. 

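Pearson's r and Spearman's rho were computed on log2(FPKM + 1) over the 16 samples of 0, 14, 21 and 28 d, since the text does not name the samples used for the correlations. The p-values come from two-sided permutation tests with 100000 resamples and were adjusted over the 6 pairs among Nlrp3, Casp1, Gsdmd and Il1b. For Nlrp3 and Gsdmd r was 0.813 (permutation p = 0.00028, adjusted 0.00168) and rho was 0.812 (permutation p = 0.00028). For Nlrp3 and Casp1 r was 0.639 (permutation p = 0.00736, adjusted 0.0147) and rho was 0.515 (permutation p = 0.0449, adjusted 0.0539). For Nlrp3 and Il1b r was 0.502 (permutation p = 0.05, adjusted 0.06) and rho was 0.512 (permutation p = 0.0447, adjusted 0.0539).
Without the 2 samples farthest from the median of Nlrp3, r was 0.736 for Gsdmd, 0.488 for Casp1 (permutation p = 0.0765) and 0.324 for Il1b, so for Casp1 a p under 0.05 rests on those samples taken together, in a comparison that also narrows the range of Nlrp3. With each of the 16 samples left out in turn, r for Casp1 ran from 0.522 to 0.697 and the largest permutation p was 0.0475. All sham samples lay below every denervated sample in Gsdmd, so r was also computed without them. Within the 12 denervated samples r was 0.568 for Gsdmd (permutation p = 0.0556, adjusted 0.334; rho 0.706, permutation p = 0.0132, adjusted 0.079), 0.08 for Casp1 (p = 0.806) and 0.041 for Il1b (p = 0.899). The relation of Nlrp3 with Il1b moved most with the mean of each time point taken out, to 0.04, and over all 32 samples r was 0.802 (permutation p = 1e-05, the smallest that the resamples can give).
From the enrichment of upregulated genes in inflammasome assembly, the paper proposes that the NLRP3 inflammasome might be active during atrophy. Given the role of the inflammasome in starting pyroptosis, it then turns to the correlations of NLRP3 with molecules of pyroptosis, and from these it reasons that NLRP3-mediated pyroptosis takes part in the atrophy.

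**Figure D3:**
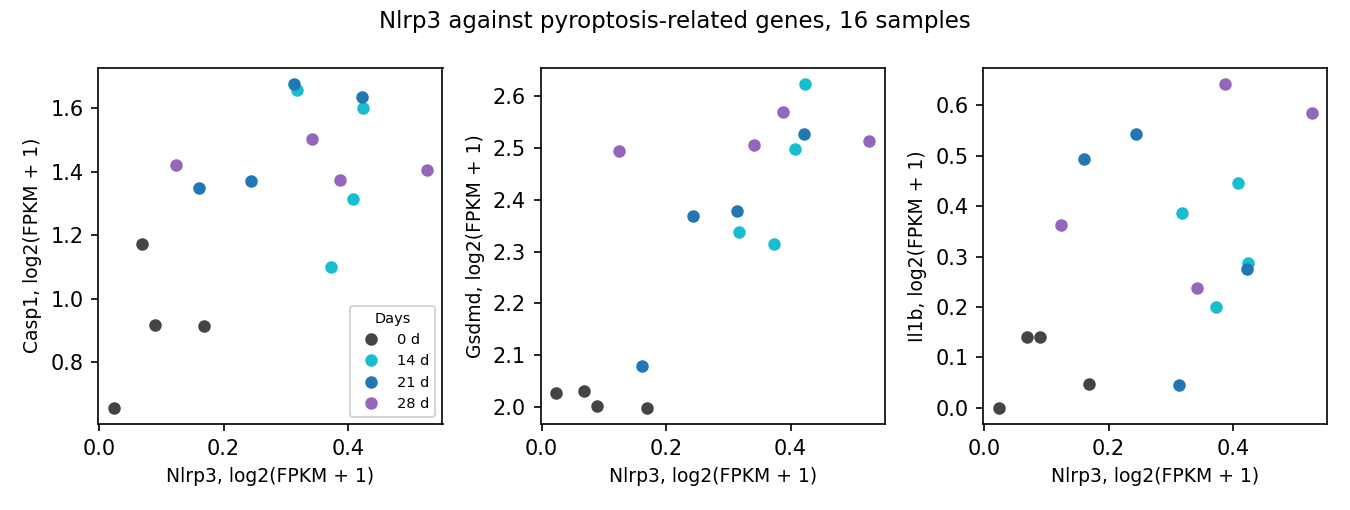
Nlrp3 (horizontal axis) against Casp1, Gsdmd and Il1b (vertical axes), all as log2(FPKM + 1), in 16 samples coloured by days post denervation; each point is 1 sample. The 4 samples at 0 d lie below the 12 others on the Gsdmd axis; r over the 16 samples is 0.813 for Gsdmd.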

Significant correlations between the NLRP3 level and the levels of pyroptosis-related molecules, containing Caspase 1, GSDMD and IL-1β (Figure 2D), were observed, indicating that NLRP3-mediated pyroptosis participates in atrophy after denervation.

### NLRP3 inflammasome-mediated pyroptosis in denervated GAS muscles

To clarify the role of NLRP3 inflammasome-mediated pyroptosis in muscle atrophy, the expression of pyroptosis-related molecules and atrophy markers in GAS muscle was measured post denervation. Western blotting and PCR were performed to assess the levels of components of pyroptotic and atrophic pathways, including NLRP3, GSDMD, GSDMD-N, caspase 1, caspase1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1, at different time points after denervation. The mRNA and protein levels of pyroptosis-related molecules were significantly increased at 14 d after denervation and showed a continued increasing trend of up-regulation over the next 14 d (Figure 3A-C). Moreover, the expression levels of MuRF1 and Atrogin-1 gradually increased in denervated GAS muscles, which is consistent with the changes of pyroptosis-related signals (Figure 3A-C).

Then, double immunofluorescence staining was performed to assess the localization of the NLRP3 inflammasome in denervated GAS muscles. As shown in Figure 3D, in the sham group, NLRP3 was weakly expressed in the muscles. However, the expression levels of NLRP3 were increased at 14 d post denervation and increased over time. In contrast, myosin expression significantly decreased as muscle atrophy progressed (Figure 3D). ELISA, Western blotting, and PCR revealed that IL-1β and IL-18 levels were markedly increased in the model group compared with the sham group from 14 to 28 d after denervation (Figure 3E). The above results indicated that the mRNA and protein levels of NLRP3 inflammasome-related molecules are markedly increased at 28 d after denervation, and these changes may contribute to UPS activation and muscle atrophy.

### NLRP3 cKO in skeletal muscles attenuated the effects of GAS muscle denervation

To explore the main roles of the NLRP3 inflammasome in muscle atrophy after denervation, NLRP3 cKO mice were employed. In brief, mice carrying floxed NLRP3 alleles with loxP sites were crossed with mice expressing Cre recombinase at the Myf5 locus (Myf5^Cre/+^) to generate Myf5^Cre/+^/NLRP3^flox/flox^ (NLRP3 cKO) mice and control (Myf5^Cre/+^/NLRP3^flox/flox^) littermates (referred to as WT mice) (Figure 4A). Given that NLRP3 expression was persistently upregulated in denervated GAS muscles and peaked at 28 d after denervation, GAS muscle samples were collected at this time point. Notably, the volume and weight of GAS muscles from NLRP3 cKO mice were not significantly different from those of GAS muscles from WT mice (Figure 4B-C); however, an obvious increase in the GAS muscle wet weight ratio was observed in NLRP3 cKO mice compared with WT mice after denervation (Figure 4D). Consistently, HE staining revealed that atrophy of the denervated GAS muscle was significantly attenuated in NLRP3 cKO mice (Figure 4E), and the average fibre diameter showed a similar change (Figure 4F).

To further elucidate the mechanisms underlying these morphological changes, Western blotting and PCR were performed to measure the expression of NLRP3-related molecules and atrophy markers in denervated GAS muscles from WT and NLRP3 cKO mice. As expected, the expression of NLRP3-mediated pyroptosis-related molecules, including GSDMD, Caspase 1, ASC, IL-1β and IL-18, was obviously reduced in the NLRP3 cKO group (Figure 4G-H; Figure 5A). Notably, NLRP3 cKO abolished the activation of GSDMD and Caspase 1 as well as the increase in MuRF1 and Atrogin-1 expression induced by denervation (Figure 4G-H; Figure 5A). Immunofluorescence staining and ELISA revealed similar changes, as shown in Figure 5B-C. These data demonstrated that NLRP3-dependent pyroptosis aggravates muscle atrophy and critically mediates catabolic pathways in muscles after denervation.

### Effects of NLRP3 inflammasome on GAS muscle function after denervation

To investigate the *in vivo* effects of NLRP3 inflammasome on GAS muscle function, the force transducer was employed *in situ* before sacrifice (Figure S1A). As is shown in Figure S1B, the denervation resulted in force loss and over the denervated time, the mice exhibit an increase in force drop compared to sham group. However, NLRP3 cKO in skeletal muscle did not elicit observable changes in GAS muscle function (Figure S1C), which indicated that NLRP3 inflammasome is not effective at preventing force drop during denervation.

### NLRP3 inflammasome-mediated pyroptosis induced by NIA in C2C12 myotubes* in vitro*

To verify the exact role of the NLRP3 inflammasome in myocyte atrophy, we exploited an *in vitro* model to determine whether the NLRP3 inflammasome exerts similar effects on skeletal myotubes. Here, we observed progressive upregulation of the expression of pyroptosis- and UPS-related molecules within 3 d in NIA-treated C2C12 myotubes (Figure 6A-C). Additionally, immunofluorescence staining of NLRP3 revealed that NLRP3 expression showed a trend, with an increase in expression that was extremely significant at 3 d (Figure 6D). Futhermore, NIA caused the secretion of massive amounts of IL-1β and IL-18 from C2C12 myotubes into the medium (Figure 6E). The above results suggested that the expression of UPS-related molecules may be triggered by NLRP3 inflammasome activation *in vitro*.

### Knockdown of NLRP3 ameliorated C2C12 myocyte atrophy induced by NIA

To further evaluate the involvement of the NLRP3 inflammasome in myocyte atrophy induced by NIA, we knocked down NLRP3 in C2C12 myotubes and asked whether myocyte atrophy is alleviated in the absence of NLRP3. Immunofluorescence staining combined with bright field microscopy revealed that the transfection efficiency of LV expressing sh-NLRP3 in the myotubes was high (Figure 7A). In addition, PCR and Western blotting confirmed that NLRP3 expression was markedly reduced in C2C12 myotubes (Figure 7B-C). Furthermore, bright field microscopy clearly showed that myocyte atrophy was significantly aggravated by NIA treatment and was remarkedly reversed after NLRP3 knockdown (Figure 7D). Consistently, quantitative analysis revealed that the expression of pyroptosis pathway-associated molecules and E3 ubiquitin ligases (Atrogin-1 and MuRF1) was notably inhibited in NLRP3 knockdown cells (Figure 7E-I). These data demonstrated that the anti-atrophy effect of NLRP3 knockdown in C2C12 myotubes might result from a reduction in IL-1β secretion and suppression of UPS activation in C2C12 myotubes, which is consistent with previous reports of the role of NLRP3/IL-1β function in atrophy 14.

### NLRP3 inflammasome activation inhibited apoptosis in denervated GAS muscles and NIA-treated C2C12 myotubes

Given that various studies have reported that NLRP3 inflammasome activation is closely associated with cell apoptosis 20, 21, we further examined the effects of NLRP3 on apoptosis in muscle tissues after denervation *in vivo* and *in vitro.* We found that the levels of the classical apoptosis-related molecule caspase 3 and its cleaved form were increased in WT and NLRP3 cKO mice after denervation, as determined by Western blotting and PCR (Figure 8A-C). In contrast, the levels of these molecules were dramatically reduced in NLRP3 cKO mice compared to WT mice after denervation (Figure 8A-C). As showed in Figure 8D-E, flow cytometry showed that cells underwent apoptosis after denervation (Figure 8D-E). However, the rate of cell apoptosis was decreased in denervated GAS muscle tissues from NLRP3 cKO mice compared with those from WT mice (Figure 8D-E). Consistent with the flow cytometry results, TUNEL staining revealed that cell apoptosis in GAS muscles was attenuated by NLRP3 cKO mice after denervation (Figure 8F-G).

Similarly, upregulation of caspase 3 and cleaved caspase 3 expression has been implicated in the induction of myocyte atrophy by NIA (Figure 9A-C). As expected, knockdown of NLRP3 by sh-NLRP3 decreased the levels of caspase 3 and cleaved caspase 3 in NIA-treated C2C12 myotubes (Figure 9A-C). Moreover, the flow cytometry results showed that NIA-mediated apoptosis was significantly alleviated after NLRP3 knockdown in C2C12 myotubes (Figure 9D-E). Furthermore, the number of TUNEL-positive nuclei was markedly reduced in NIA-treated myotubes (Figure 9F-G).

In summary, these findings revealed a close connection between NLRP3 inflammasome activation and apoptosis, which may contribute to muscle atrophy *in vivo* and *in vitro*.

## Discussion

Disability resulting from peripheral nerve injury, such as skeletal muscle atrophy, has attracted increasing interest, particularly among those who are prone to peripheral nerve injury 22. The molecular mechanisms responsible for the changes that occur after peripheral nerve injury remain largely unknown. Several studies have recently examined the vital role of the NLRP3 inflammasome in muscle atrophy 23, 24, but fewer studies have explored its role in denervation. Thus, we aimed to carefully analyse whether the NLRP3 inflammasome influences muscle mass to provide novel insight into the mechanism of denervation.

According to existing evidence, in rats, the atrophy process can be divided into four different stages that occur within a period of 28 d after denervation 19, indicating the occurrence of a pathological cascade. Of equal importance are our findings that reductions in muscle mass and fibre diameter occurred beginning at 7 d and were followed by rapid muscle weight loss over the following two weeks after sciatic section in mice. This result is somewhat inconsistent with previously published work demonstrating rapid weight loss during the first two weeks after denervation 25. Our data might instead suggest that the orchestrated muscular events and complex interactions that occur two weeks after denervation are of greater importance, and the morphological changes in atrophied GAS muscles presented in this study confirm this hypothesis. Consequently, we focused on elucidating the mechanism underlying the later stage (14~28 d) after denervation-induced muscle atrophy.

In recent years, DEG analysis has proven to be a valuable method for evaluating pathogenesis. although many studies have examined DEGs in atrophic muscles 26, 27, detailed information on the mechanism underlying denervation is lacking. Our analyses of high-throughput data from denervated GAS muscles revealed that NLRP3 inflammasome complex assembly is positively regulate during the later stage of denervation. According to previous reports, assembly of the NLRP3 inflammasome triggers proteolytic cleavage of dormant pro-caspase-1 into active caspase-1, which converts the cytokine precursors pro-IL-1β and pro-IL-18 into mature and biologically active IL-1β and IL-18, respectively 28. On the one hand, mature IL-1β is a potent proinflammatory mediator in many pathologic processes; on the other hand, active caspase 1 can induce a new form of cell death called pyroptosis 29. Based on these findings, we speculate that NLRP3 inflammasome activation induced by muscular denervation plays a crucial role in muscle atrophy partly through inflammation and pyroptosis.

To our knowledge, Nora et al. performed immunostaining and reporter gene assays using atrophic muscles from WT and NLRP3 knockout mice with septicaemia for the first time and reported that NLRP3 inflammasome activation is one of the mechanisms leading to muscle atrophy 12. Thereafter, emerging studies have demonstrated that NLRP3 inflammasome activation is a major cause of inflammation and pyroptosis, leading to cell death and dysfunction of myocyte and culminating in muscle atrophy 30, 31. Furthermore, blockade of the NLRP3/GSDMD pathway has been shown to attenuate muscle atrophy by decreasing the expression of the UPS-related ligases MuRF1 and Atrogin-1 23. Thereinto, the UPS is considered to be the most prominent process related to muscle atrophy 32. As expected, our data clearly revealed that the NLRP3 inflammasome was significantly activated and that the levels of NLRP3-mediated pyroptosis-related molecules in the GAS muscle progressively increased after denervation, resulting in elevated expression of MuRF1 and Atrogin-1. *In vitro* NIA-induced myocyte atrophy resulted in similar changes as those observed *in vivo*. Specifically, inhibiton of pyroptosis via knockdown or knockout of NLRP3 ameliorated muscle atrophy in mice and myotubes, respectively. This finding reveals that NLRP3 inflammasome activation induced by denervation contributes to pyroptotic cell death and protein degradation, resulting in muscle atrophy.

Another intriguing finding of our study is that NLRP3 inflammasome activation affects apoptosis in the GAS muscle following denervation. Apoptosis is a form of programmed cell death that plays an important role in a variety of biological processes, including tissue turnover, immunological defence and embryonic development 33. Thereinto, a cascade that culminates in caspase 3 activation mediates apoptosis and is responsible for cell death. Cells that undergo apoptosis are quickly engulfed for degradation. In particular, accumulating studies have demonstrated the involvement of apoptosis in the loss of postmitotic skeletal muscle after denervation 34. Herein, we found that the expression of caspase 3 and cleaved caspase 3 in denervated GAS muscles was down-regulated by loss of NLRP3 *in vivo* and *in vitro*. Furthermore, flow cytometry and TUNEL staining confirmed that cells underwent apoptosis, suggesting a crucial role for the NLRP3 inflammasome in denervation-induced apoptosis.

Although the NLRP3 inflammasome-mediated pyroptosis might account for the atrophied effects seen here, mechanistic evidence on series connection among pyroptosis, proteolysis and apoptosis remain scarce. Previously, HMGB1-induced pyroptosis was reported to contribute in proteolysis development and sarcopenia progression, in which the sterile inflammation resulting from cytokines such as IL-1β and IL-6 act as intermediate role 13. Also, Nora et al. identified that MuRF1 protein expression in gastrocnemius/plantaris kept unchanged by inhibition of IL-1β in NLRP3 KO mice of sepsis 12. These observations coincided with improved myopathies in our study indicative for a close pyroptosis-proteolysis relationship. Furthermore, as recently reported by Li et al., NLRP3 deficiency significantly alleviates iohexol-induced renal apoptosis 20, potentially via the Caspase 1/mitochondria pathway 35. Consistent with our study, moreover, Ning Li et al. confirmed that the expression of C-Caspase3 was positively regulated by NLRP3 inflammasome activation, indicating that Caspase8/3 induced apoptosis can be regarded as an intrinsic part of inflammasome function 21. Both of above seems emphasize the crucial role of NLRP3 inflammasome in pyroptosis-apoptosis interacting. It follows that although comprehensive data in present study provides an updated insight of NLRP3 inflammasome on anti-apoptosis efficacy in denervated muscles, the specific molecular mechanism remains unclear yet. Hence, further experiments need to be investigated and specific genetical mice might be more persuasive.

In addition, the functional investigation in this study demonstrated that blocking NLRP3 inflammasome is not effective at reducing force loss of GAS muscles. To our knowledge, it is plausible that the inflammasomes are likely involved in the inflammatory microenvironment and programmed death, whereas, have little influence on membrane excitability, depolarization and potential overshoot 28, 36. Similarly, via targeting inflammatory signalling pathways, several studies have failed to prevent atrophy process and rescue muscle function at the same time 37-39. It should be feasible to combine inhibiting NLRP3 inflammasome activation with some other approaches, as correction, even with gene therapy, is expected to be incomplete. Our results are perhaps a better representation of the therapeutic strategy in the pathological changes of pyroptosis, proteolysis and apoptosis within a long denervation period. For denervated muscle atrophy, hereby, onging efforts are aimed at preventing both muscle mass loss and force reduction.

## Conclusions

Taken together, the results of the present study for the first time show that the NLRP3 inflammasome is activated following denervation, and that a progressive increase in NLRP3 inflammasome activity aggravates muscle atrophy over time. Mechanistically, NLRP3 inflammasome activation leads to severe muscle alterations related to inflammation, pyroptosis, proteolysis and apoptosis after denervation (Figure 10). Analysis of C2C12 myotube atrophy induced by NIA further validated these results. Moreover, muscle-specific NLRP3 cKO and NLRP3 knockdown reversed the atrophic myopathy *in vivo* and *in vitro*, respectively. Therefore, targeting NLRP3 inflammasome activation is a potential therapeutic strategy for ameliorating muscle atrophy post denervation.

## Supplementary Material

Supplementary figure. Click here for additional data file.

## Figures and Tables

**Figure 1:**
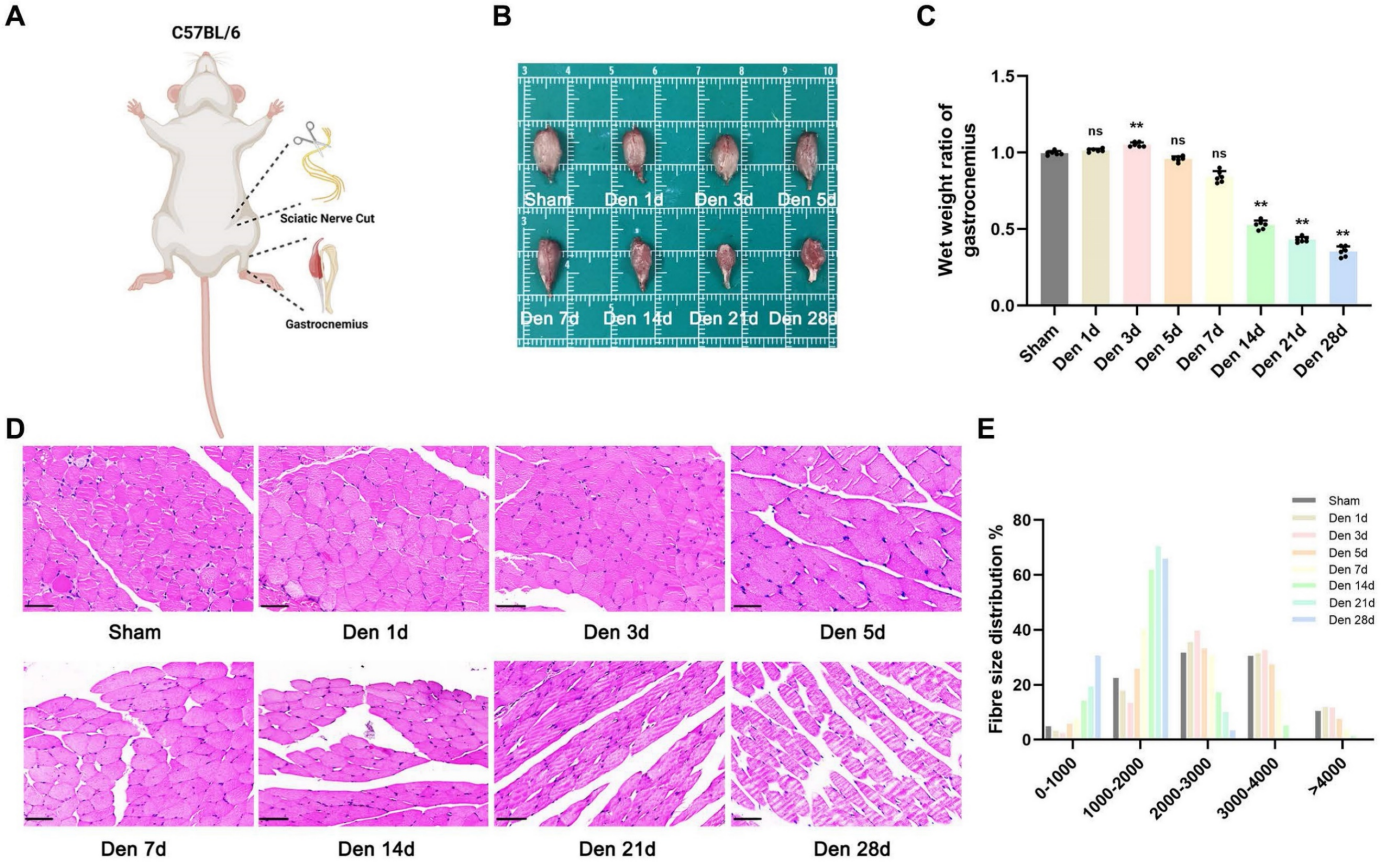
** Denervation led to atrophy of GAS. (A)** The abridged schematic diagram of sciatic nerve transection model in mice. **(B)** General observation of the GAS muscles at indicated time points after denervation. **(C)** The wet weight ratio (operational side weight / contralateral side weight) and average fibre diameter of GAS at indicated time points after denervation. **(D)** Morphological observation of GAS muscles by HE staining at indicated time points after denervation. Scale bar, 50 μm. **(E)** Fibre size distribution of GAS muscles at indicated time points after denervation. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05 vs Sham group. Den, denervation. GAS, gastrocnemius.

**Figure 2:**
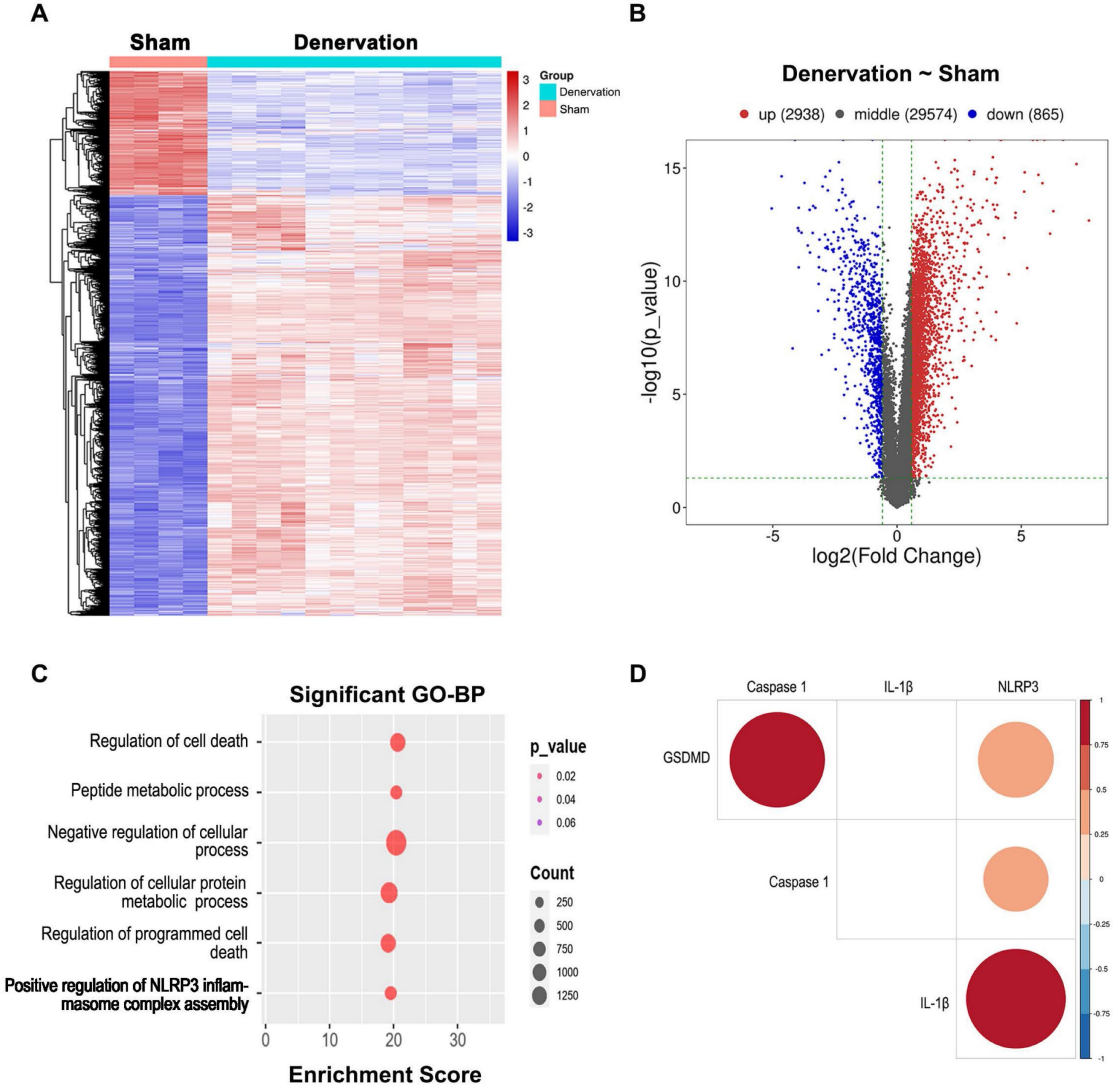
** Deep changes in GAS transcriptome after denervation. (A)** Heatmap from GAS muscle transcripts. **(B)** Volcano plot from GAS transcripts, red indicates high and blue indicates low expression level of the 33377 genes. **(C)** BP distribution based on GO analysis from GAS transcripts. **(D)** Correlation analysis between NLRP3 and pyroptotic molecules based on GAS transcripts. BP, biological process. GO, gene ontology.

**Figure 3:**
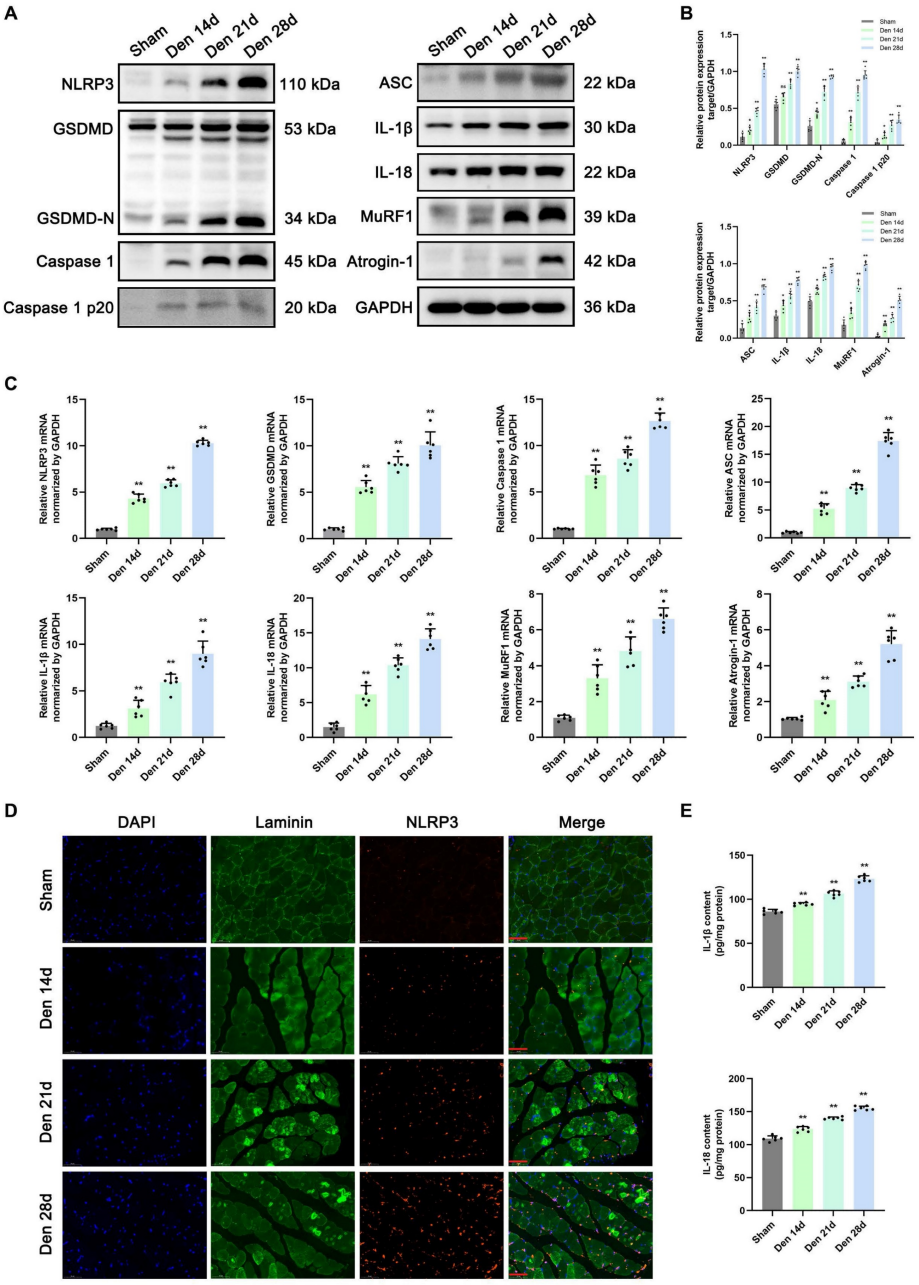
** Denervation induces NLRP3 inflammasome activation accompanied by pyroptotic molecules and UPS ligases upregulation in atrophic GAS. (A)** Western blot analysis of expression levels of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 at 0, 14, 21 and 28 d after denervation. **(B)** Quantification of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1. **(C)** Quantitative PCR analysis of mRNA levels of NLRP3, GSDMD, Caspase 1, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 at 0, 14, 21 and 28 d after denervation.** (D)** Representative immunofluorescence staining images of NLRP3 at 0, 14, 21 and 28 d after denervation. Scale bar, 50 μm. **(E)** Quantitative ELISA analysis of IL-1β and IL-18 in GAS at 0, 14, 21 and 28 d after denervation. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05 vs Sham group. Den, denervation. GAS, gastrocnemius.

**Figure 4:**
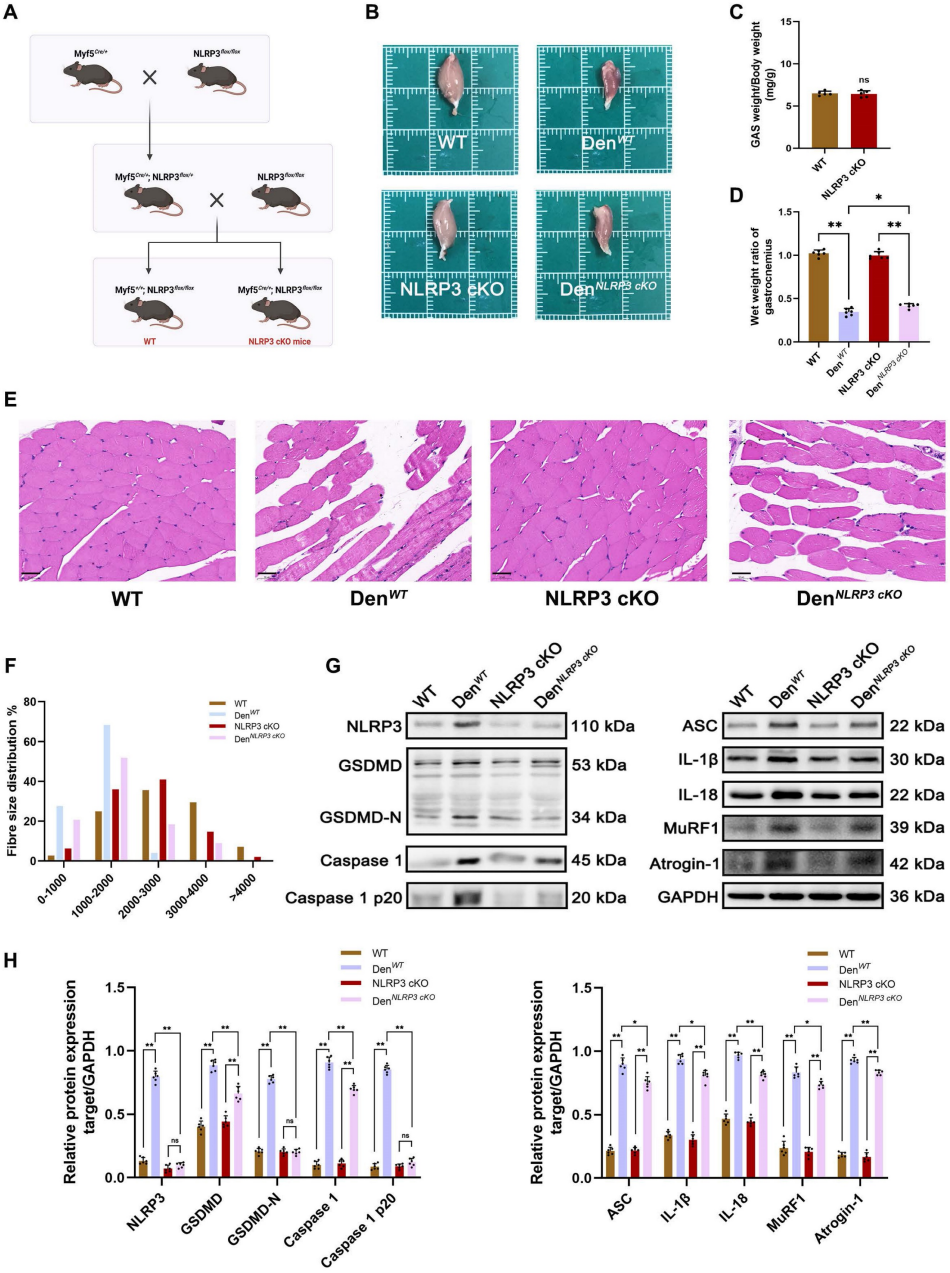
** NLRP3 cKO attenuates muscle atrophy and pyroptosis after denervation. (A)** Outline of the scheme to obtain WT and NLRP3 cKO mice. **(B)** General observation of the GAS in each group.** (C)** Quantification of GAS muscles weight / body weight in WT and NLRP3 cKO mice in each group. **(D)** The wet weight ratio (operational side weight / contralateral side weight) of GAS muscles in each group. **(E)** Morphological observation of GAS by HE staining in each group. Scale bar, 50 μm. **(F)** Fibre size distribution of GAS muscles in each group. **(G)** Western blot analysis of expression levels of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 in each group. **(H)** Quantification of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05. WT, wild type. Den, denervation.

**Figure 5:**
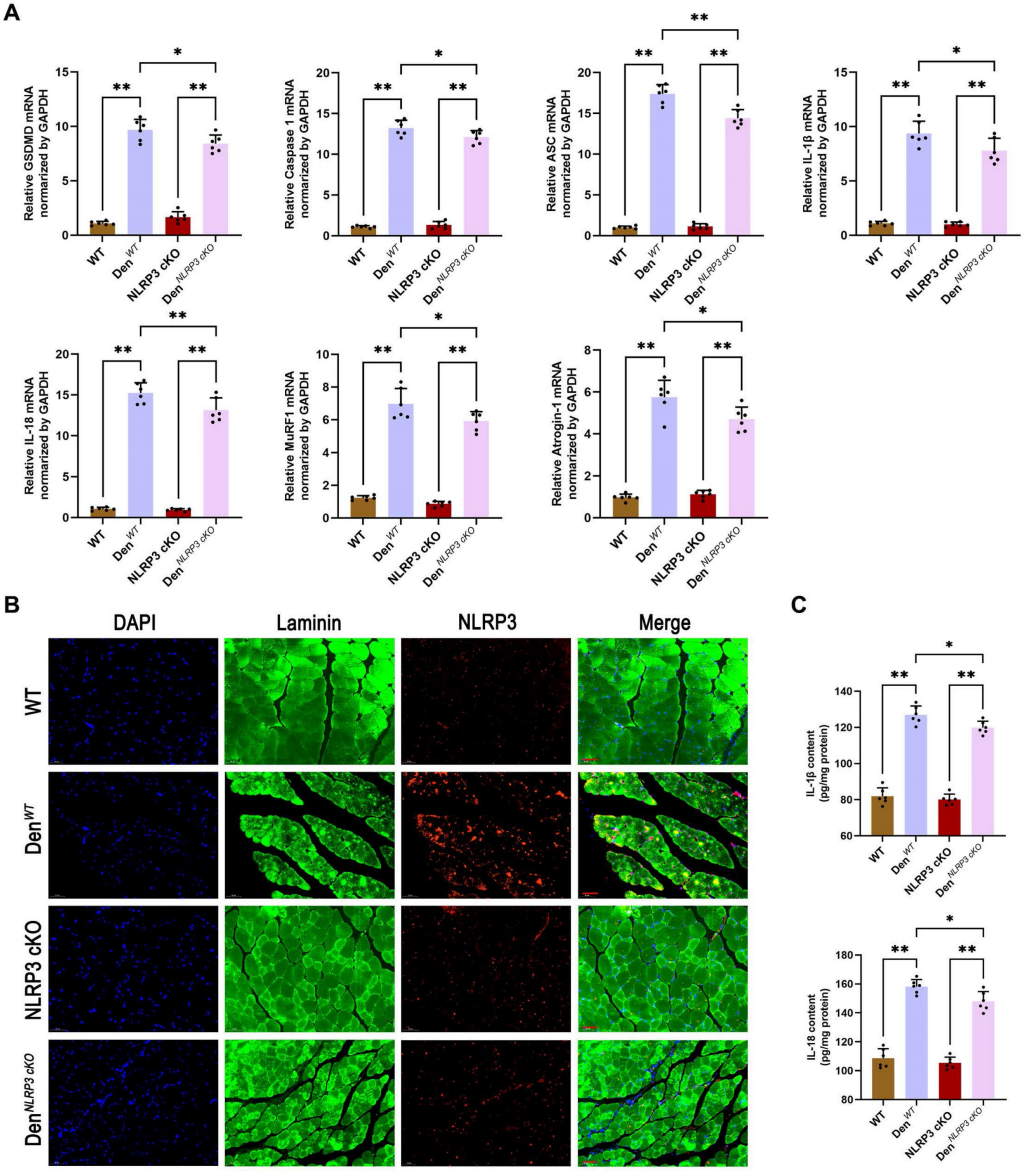
** NLRP3 cKO attenuates muscle atrophy and pyroptosis after denervation. (A)** Quantitative PCR analysis of mRNA levels of NLRP3, GSDMD, Caspase 1, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 in each group.** (B)** Representative immunofluorescence staining images of NLRP3 in each group. Scale bar, 50 μm. **(C)** Quantitative ELISA analysis of IL-1β and IL-18 in each group. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05. WT, wild type. Den, denervation.

**Figure 6:**
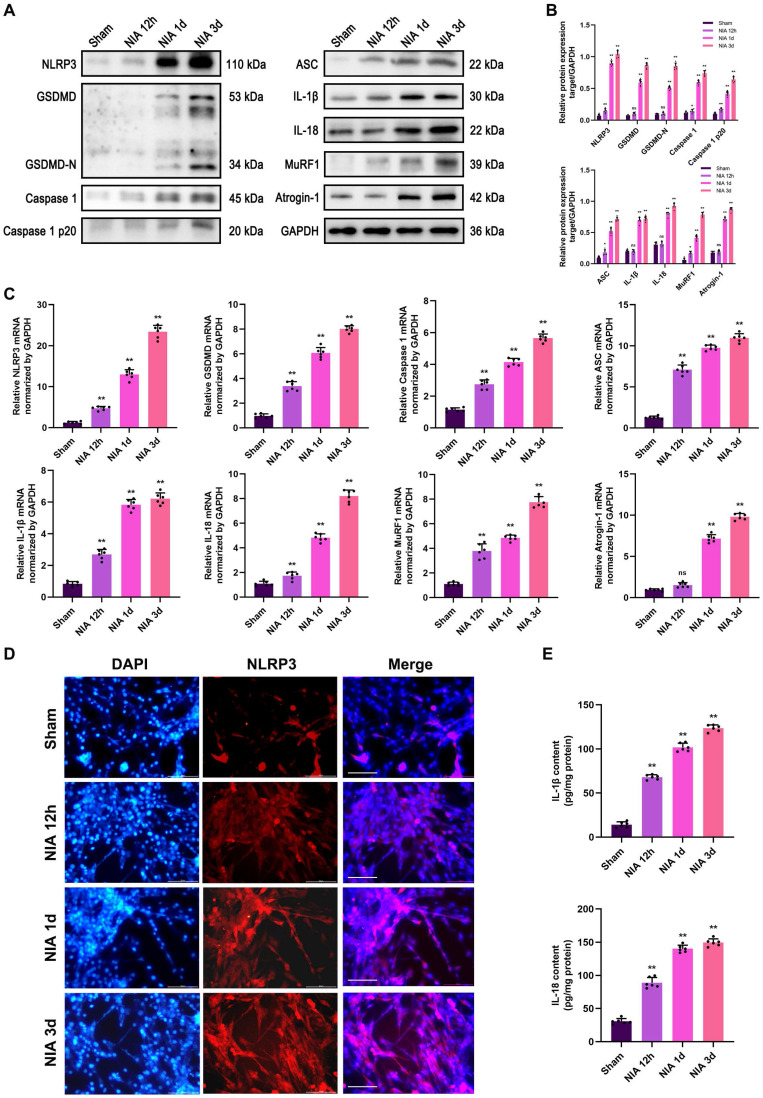
** NIA induces myocyte atrophy accompanied by pyroptotic molecules and UPS ligases upregulation in C2C12 myotubes. (A)** Western blot analysis of expression levels of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 in C2C12 myotubes treated with NIA for 0, 12 h, 1 d and 3 d. **(B)** Quantification of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1. **(C)** Quantitative PCR analysis of mRNA levels of NLRP3, GSDMD, Caspase 1, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 in C2C12 myotubes treated with NIA for 0, 12 h, 1 d and 3 d. **(D)** Representative immunofluorescence staining images of NLRP3 in C2C12 myotubes treated with NIA for 0, 12 h, 1 d and 3 d. Scale bar, 50 μm. **(E)** Quantitative ELISA analysis of IL-1β and IL-18 in the supernatant of C2C12 myotubes after NIA treatment for 0, 12 h, 1 d and 3 d. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05 vs Sham group. NIA, NLRP3 inflammasome activator.

**Figure 7:**
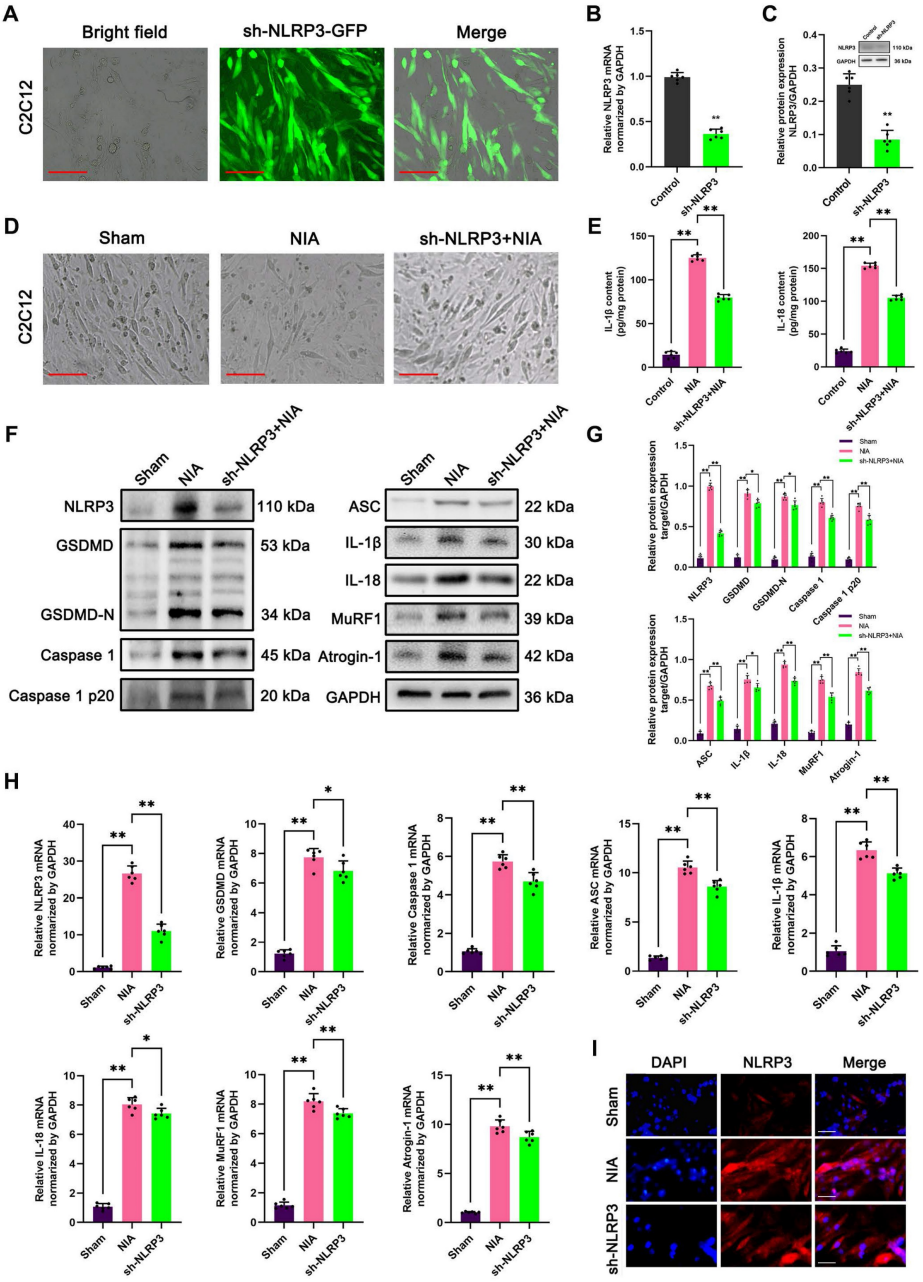
** Knockdown of NLRP3 ameliorates NIA-induced myocyte atrophy and pyroptosis in C2C12 myotubes. (A)** The transfection of sh-NLRP3 *in vitro*. Scale bar, 50 μm. **(B)** Quantitative PCR analysis confirmed the mRNA level of NLRP3 knockdown in C2C12 myotubes. **(C)** Western blot analysis confirmed the expression level of NLRP3 knockdown in C2C12 myotubes. **(D)** Bright field photomicrographs of C2C12 myotubes in each group. Scale bar, 50 μm. **(E)** Quantitative ELISA analysis of IL-1β and IL-18 in the supernatant of C2C12 myotubes in each group. **(F)** Western blot analysis of expression levels of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 in each group. **(G)** Quantification of NLRP3, GSDMD, GSDMD-N, Caspase 1, Caspase 1 p20, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1. **(H)** Quantitative PCR analysis of mRNA levels of NLRP3, GSDMD, Caspase 1, ASC, IL-1β, IL-18, MuRF1 and Atrogin-1 in each group. **(I)** Representative immunofluorescence staining images of NLRP3 in each group. Scale bar, 100 μm. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05 vs Sham group. NIA, NLRP3 inflammasome activator.

**Figure 8:**
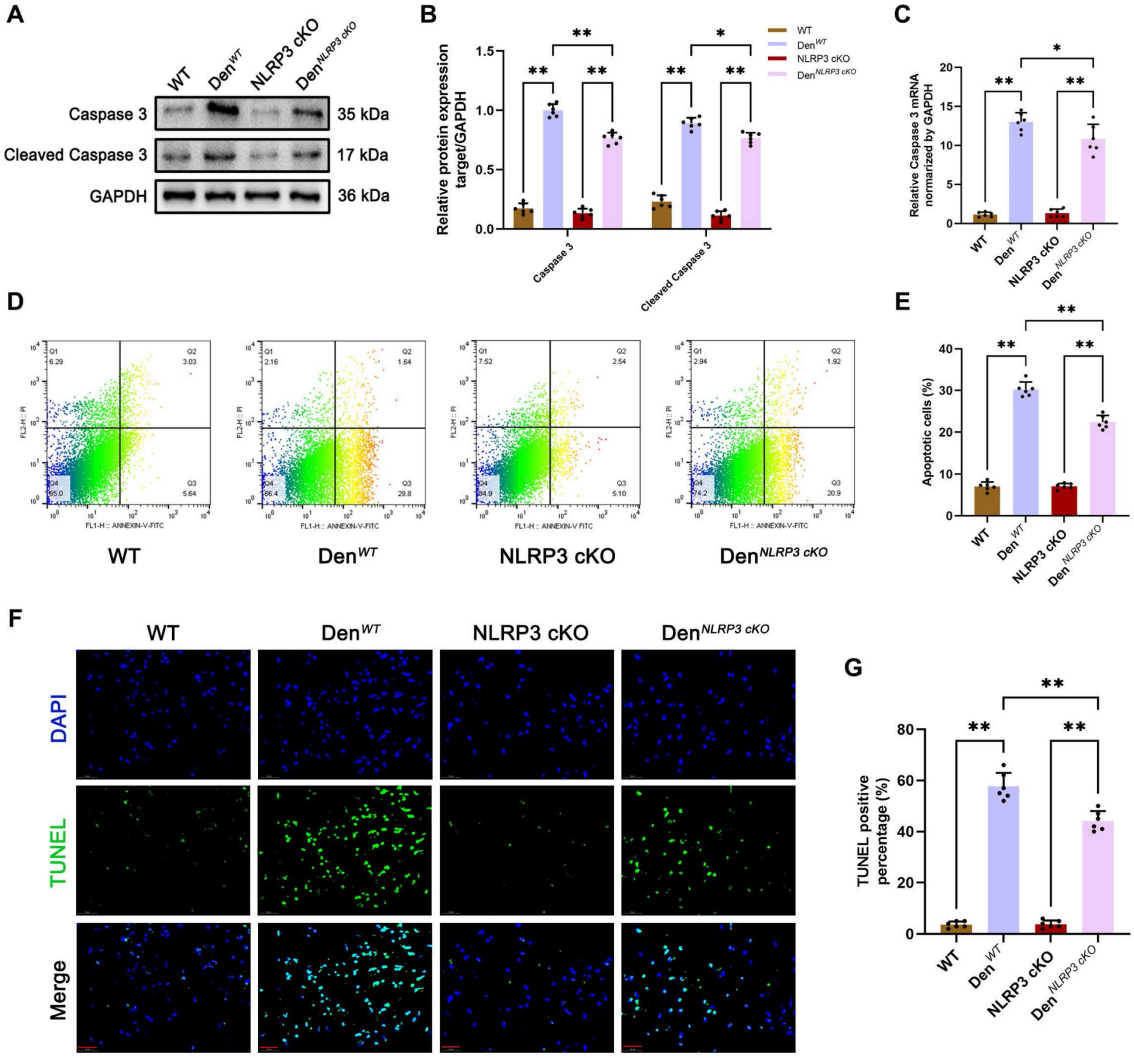
** NLRP3 cKO alleviates apoptosis after denervation. (A)** Western blot analysis of expression levels of caspase 3 and cleaved caspase 3 in each group. **(B)** Quantification of caspase 3 and cleaved caspase 3.** (C)** Quantitative PCR analysis of mRNA levels of caspase 3 in each group. **(D)** Flow cytometry analysis of apoptosis in each group. **(E)** The ratio of apoptotic cells in each group. **(F)** Representative photomicrographs of TUNEL staining. Scale bar, 50 μm. **(G)** Percentage of TUNEL-positive cells. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05. WT, wild type. Den, denervation.

**Figure 9:**
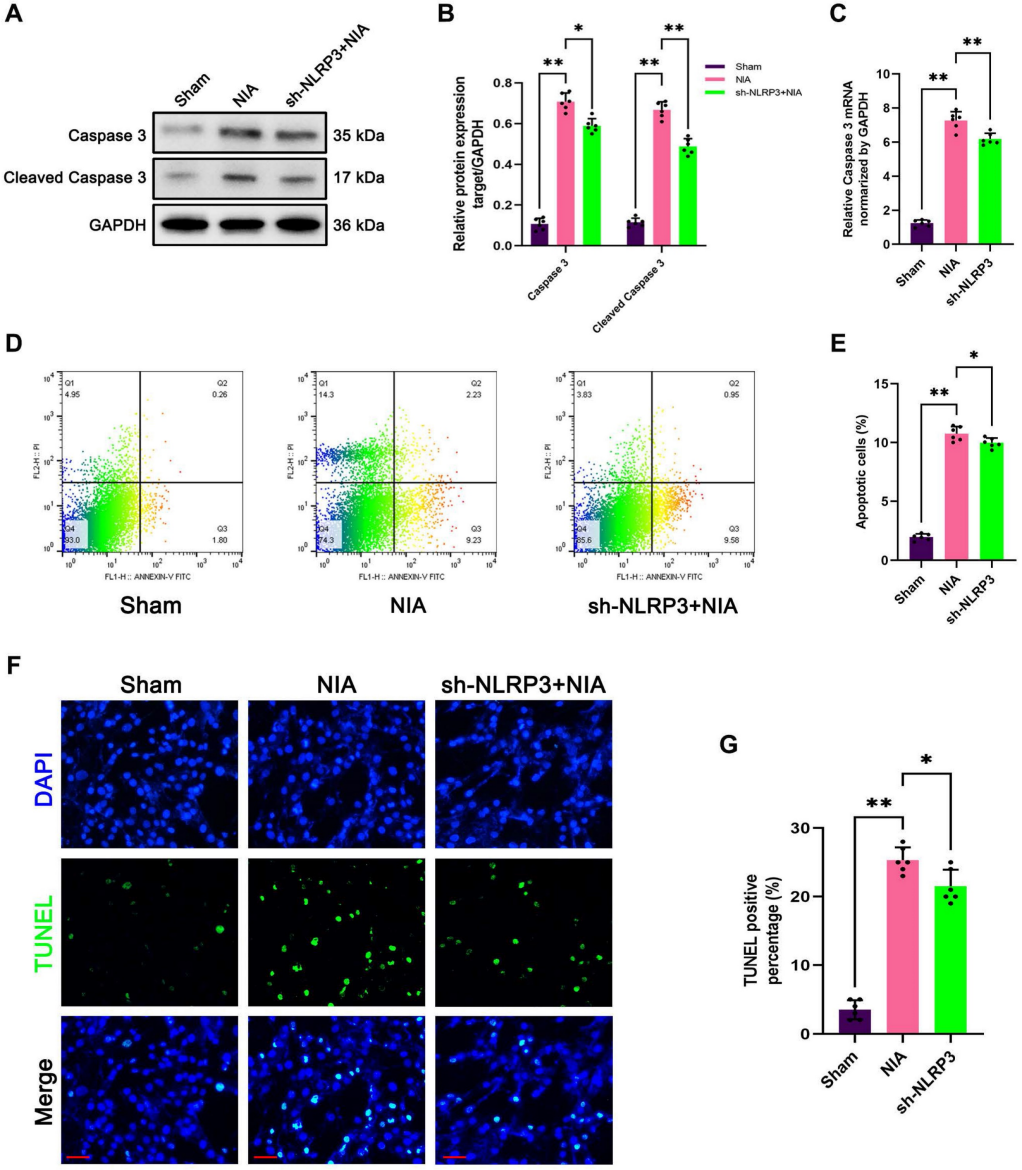
** Knockdown of NLRP3 mitigates NIA-induced apoptosis in C2C12 myotubes. (A)** Western blot analysis of expression levels of of caspase 3 and cleaved caspase 3 in each group. **(B)** Quantification of caspase 3 and cleaved caspase 3. **(C)** Quantitative PCR analysis of mRNA levels of caspase 3 in each group. **(D)** Flow cytometry analysis of apoptosis in each group. **(E)** The ratio of apoptotic cells in each group. **(F)** Representative photomicrographs of TUNEL staining. Scale bar, 50 μm. **(G)** Percentage of TUNEL-positive cells. Data are expressed as mean ± SD. n = 6 per group. *p < 0.05, **p < 0.01, ns *p* > 0.05. NIA, NLRP3 inflammasome activator.

**Figure 10:**
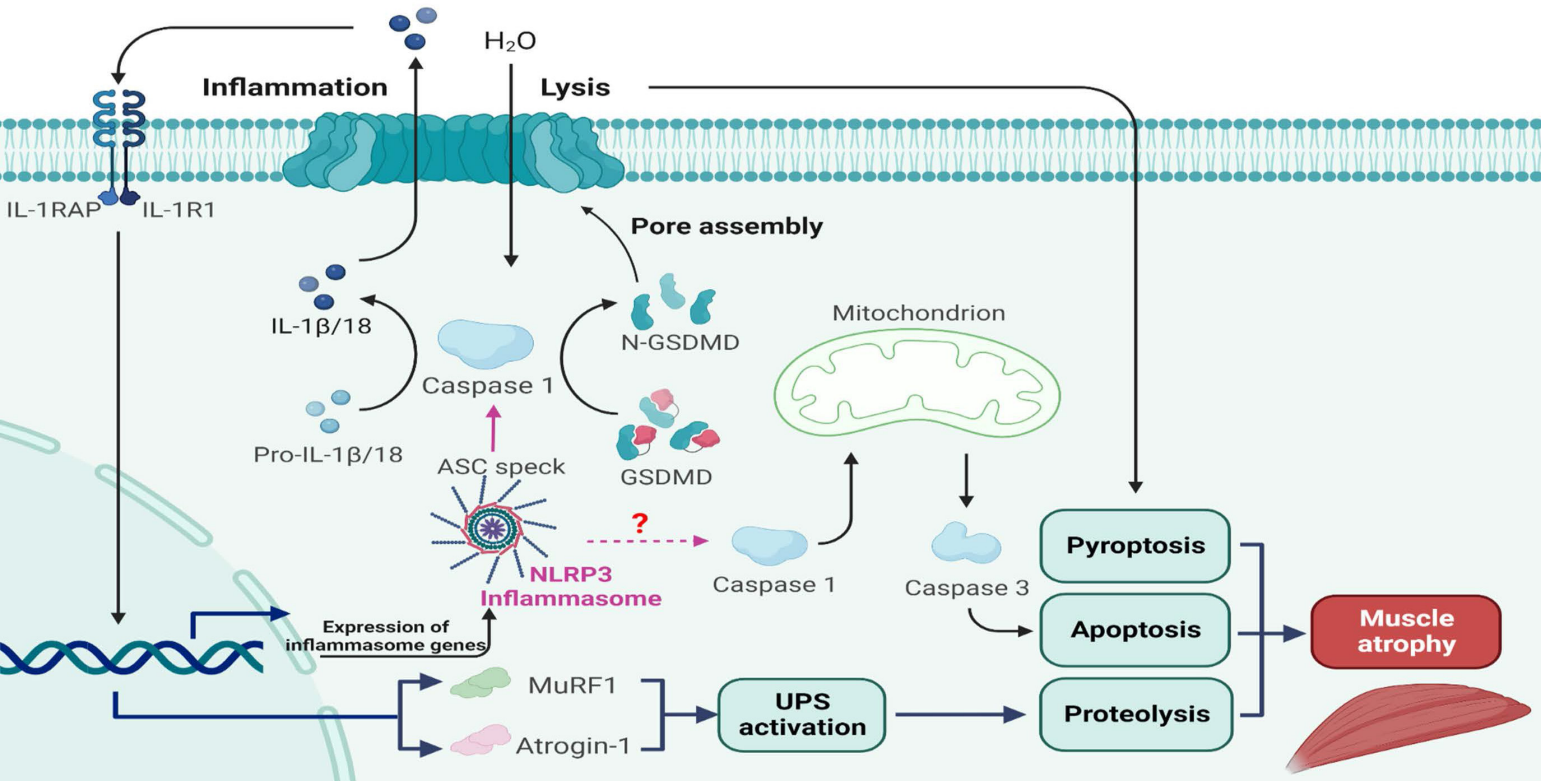
A schematic diagram of the mechanism by which NLRP3 inflammasome activation aggravates denervated muscle atrophy via pyroptosis, apoptosis and proteolysis.

**Table 1:** Real-time PCR primers used in this study

Gene	Primers, 5'-3'	
	Forward	Reverse
*NLRP3*	ATTACCCGCCCGAGAAAGG	TCGCAGCAAAGATCCACACAG
*ASC*	CTCCTCAGATGAAGGGCTTG	CCCTGGGAAAGTGGGTTATT
*GSDMD*	TGCGTGTGACTCAGAAGACC	ATAAAGCTCCAGGCAGCGTA
*Caspase 1*	ACAAGGCACGGGACCTATG	TCCCAGTCAGTCCTGGAAATG
*IL-1β*	GCAACTGTTCCTGAACTCAACT	ATCTTTTGGGGTCCGTCAACT
*IL-18*	GACTCTTGCGTCAACTTCAAGG	CAGGCTGTCTTTTGTCAACGA
*MuRF1*	GTGTGAGGTGCCTACTTGCTC	GCTCAGTCTTCTGTCCTTGGA
*Atrogin-1*	CAGCTTCGTGAGCGACCTC	GGCAGTCGAGAAGTCCAGTC

## Abbreviations

NLRP3: Nod-like receptor protein 3
cKO: conditional knock out
GAS: gastrocnemius
WB: western blot
PCR: polymerase chain reaction
ELISA: enzyme linked immunosorbent assay
TUNEL: TdT-mediated dUTP Nick-End Labeling
NIA: NLRP3 inflammation activator
UPS: ubiquitin proteasome system
GSDMD: gasdermin D
IL-1β: interleukin 1 beta
IL-18: interleukin 18
ATCC: American Type Culture Collection
LV: lentiviral
HE: haematoxylin-eosin
ASC: apoptosis-associated speck-like protein containing CARD
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
DAPI: 4,6-diamidino-2-phenylindole
FITC: fluorescein isothiocyanate
PI: propidium iodide
DEGs: differential expressed genes
GO: gene ontology
BP: biological process
WT: wild-type

# Supplementary material for: Ablation of NLRP3 inflammasome attenuates muscle atrophy via inhibiting pyroptosis, proteolysis and apoptosis following denervation
**Source:** Theranostics. 2023 Jan 1;13(1):374–90. doi: 10.7150/thno.74831
**Supplement:** Supplementary file 1 — Supplementary figure.

**A**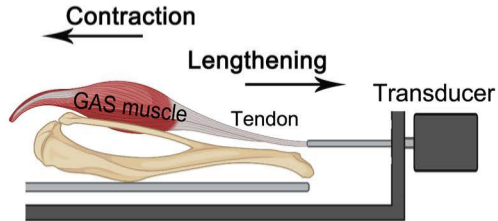**B**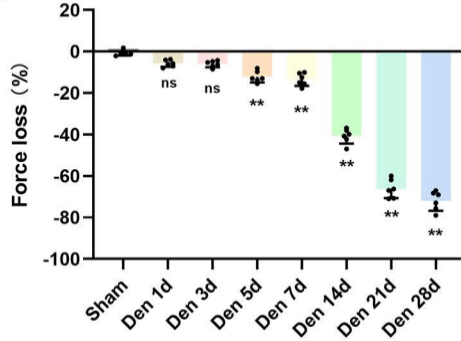**C**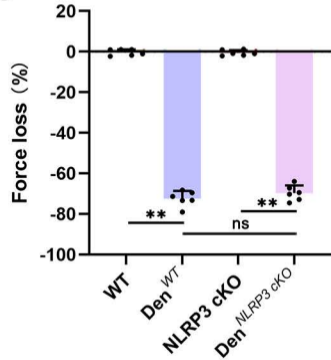

**Figure S1. Effects of NLRP3 inflammasome on GAS muscle function after denervation.** (A) The visualized diagram for force measurement in mice after denervation. (B) The force loss of the GAS muscles at indicated time points after denervation. (C) The amount of force loss in GAS muscles after denervation in each group. Data are expressed as mean  $\pm$  SD. n = 6 per group. \* $p < 0.05$ , \*\* $p < 0.01$ , ns  $p > 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

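RNA was sequenced from GAS muscles of mice at 0, 1, 3, 5, 7, 14, 21 and 28 d, with 4 samples at each of the 8 time points. Samples were assigned to time points by their labels and by the paper, and the 0 d samples were taken as the sham group of Figure 2. The columns of the table name the time point but are tied to no individual animal, so they were used as 4 replicates of a group.

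The authors deposited FPKM values, with 1 value per gene and sample for 33397 genes. Neither the aligner and counter nor the genome build is named in the paper's text. The values themselves fit whole fragments divided by the merged exon length of each gene in GENCODE mouse release 21 (GRCm38) and by a total per sample. This match covered 33356 genes (99.9%), and 41 genes had no match. Recovered totals ranged from 14199916 to 17561594 fragments per sample, with a median of 16663164. A gene with 3 fragments or fewer was treated as at the floor, and intervals of this kind cover counting error only.

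From there, log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend). Genes were kept at an FPKM of at least 0.1 in at least 4 samples of the fit. The 12 samples of 14, 21 and 28 d were compared with the 4 sham samples at an unadjusted p under 0.05 and 1.5-fold. Each time point was compared with the sham group in a fit of all 32 samples at a Benjamini-Hochberg adjusted p under 0.05 and 1.5-fold. Single genes were also compared by exact permutation of the group labels, two-sided, for which the smallest p is 0.00055 for 4 against 12 samples and 0.0286 for 4 against 4. Correlations used permutation tests with 100000 resamples. Pathways came from the Reactome collection in fgsea 1.28.0 and were tested by one-sided Fisher's exact tests. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

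The limma step was tested on simulated data in which 200 genes were changed 2-fold. With 4 against 12 samples, 161 of the 200 (80.5%) passed the unadjusted criteria, and 25 unchanged genes of the 20368 tested were called. With 4 against 4 samples in a fit of 32, 159 (79.5%) passed the adjusted criteria, and 2 unchanged genes of 21958 were called. These simulations used the same dispersion for all genes, balanced rises and falls, no changed genes of low FPKM and no shift of the median. They thus do not cover the shift seen in the real data. The enrichment step found 20 of 20 planted pathways and called 0 pathways in 20 random gene sets. The planted pathways were larger than the NLRP3 inflammasome pathway and had most of their genes called. Power for a pathway of that size was not tested.

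The genes named were every molecule the paper measures as RNA or protein, the 5 higher and 5 lower genes with the largest changes at 14, 21 and 28 d among those with full separation of the groups, and the 2 higher and 2 lower such genes at each of 1, 3, 5 and 7 d. Results for some genes that this rule covers are not reported here. Members of gene lists written beforehand are named only where the list is described. The antisense partners and the genes used to explain them were looked up afterwards.

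The alternatives covered the pseudocount, the filter on low values, rescaling to TPM, median-ratio scaling, quantile normalization, the variance trend, an unmoderated model, the thresholds, the samples in the fit and leaving out each sample in turn. A fit with the replicate number as a block was planned and not run. PCR, Western blotting, ELISA, histology, knockout mice and C2C12 cells were not analysed here. GO annotation was not used here.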

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

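Of the tests in this part, the test of the sample labels behind Trim63 and that of Nlrp3 and Il1b at 1 d with limma-voom were chosen only after the results were seen. The designs of all comparisons, the list of named genes and most alternatives were set before the data were examined.

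Among 72 groups of 4 samples (9 named genes at 8 time points), 7 held a sample far from the other 3, where chance gives about 4 and up to 7 in 95% of cases, so the number may be chance alone. At 1 d a single sample was high in Casp1 (FPKM 1.99, others 1.12 to 1.14), in Gsdmd (5.38, others 3.29 to 3.60) and in Il18 (3.82, others 1.20 to 1.63). In the sham group 1 sample was high in Pycard (0.29, others 0.138 to 0.149, with 17 fragments against 8 to 9) and another was low in Il18 (1.53, others 1.88 to 1.95). A 3 d sample was high in Trim63 (1590, others 1110 to 1180) and a 7 d sample was high in Gapdh (104, others 87.7 to 90.4). Of the 5 samples concerned, 0 stood apart in library size and 0 in their mitochondrial share. That 3 of the 7 fall in the same 1 d sample was noticed afterwards and was not tested.

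The paper reports no RNA-seq comparison for 1, 3, 5 and 7 d, where limma called 1950, 4254, 4148 and 4308 genes at an adjusted p under 0.05 and 1.5-fold. For each of these comparisons the real grouping was the only 1 of 35 splits of the 8 samples to give as many genes. The share of higher genes was 71.8%, 68.7%, 79.5% and 79% as deposited, and 46.9%, 49.6%, 46.6% and 47.4% after median-ratio scaling. At 1 d the largest rises were those of Lcn2 (log2 fold change 5.03, limma adjusted p = 3.47e-17) and Serpina3n (4.53), and the largest falls those of Ky (-2.66) and Mylk4 (-2.60). At 3 d Ankrd1 (8.16) and Myog (6.18) rose most, and Tmem233 (-5.75) and Smco1 (-5.00) fell most. At 5 d and 7 d Krt18 (7.26 and 6.84) and Ankrd1 (6.84 and 7.23) rose most, and among the genes reported here Dhrs7c fell most (-5.23 and -5.63). Of the 3815 genes called at 14, 21 and 28 d, 3381 were called in the same direction on at least 1 of these earlier days. The early and late comparisons share the 4 sham samples, which alone can produce such overlap. No expected count was computed, so the overlap is not a test of agreement. In each gene named for 1, 3, 5 and 7 d, all 4 samples of the time point lay beyond every sham sample, a choice that the rule for naming genes fixed. No sham samples were sequenced at 1, 3, 5 or 7 d, so an effect of the operation itself is not separated from denervation.

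Several of the named genes differed between 28 d and an earlier time point in the limma fit of all 32 samples. Trim63, which encodes MuRF1, was lower at 28 d than at 14 d (log2 fold change -1.23, adjusted p = 1.45e-06), than at 3 d (-4.50, adjusted p = 1.22e-19) and than at 1 d (-4.21, adjusted p = 1.99e-19). Il18 was higher at 28 d than at 3 d (0.74, adjusted p = 0.00506) and 1 d (0.87, adjusted p = 0.00105). Gapdh was lower at 28 d than at 1 d (-0.62, adjusted p = 7.78e-06) and higher than at 14 d (0.36, adjusted p = 0.0327), the latter with an adjusted p of 0.184 after median-ratio scaling, in a range from 0.0238 to 0.184 over the alternatives. Nlrp3 was lower at 28 d than at 1 d (-0.28, adjusted p = 0.0254), and so was Il1b (-1.25, adjusted p = 0.0031). After median-ratio scaling the difference of Gapdh between 28 d and 14 d was 0.38, and Il18 stood at 0.60 against the sham group at 28 d and at -0.14 at 1 d. Apart from scaling, no technical explanation of these differences was tested for Il18 and Gapdh.

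Trim63 had a mean FPKM of 91.4 in the sham group, 1025 at 1 d, 1264 at 3 d, 564 at 5 d, 262 at 7 d and 130 at 14 d, then 64.8 at 21 d and 54.4 at 28 d, where all 4 samples lay below every sham sample (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Scaling by the total was tested as an explanation for the low level at 28 d, and the log2 fold change against the sham group was -1.11 after median-ratio scaling and -0.73 as deposited. Swapped labels were tested with a list of genes that respond to denervation, whose mean was above every sham sample in all 12 samples of 14, 21 and 28 d. Neither test accounts for the fall. Fragments shared with related genes were not tested, so a return of Trim63 below its sham level remains a hypothesis.

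The high level of Nlrp3 and Il1b at 1 d was set against 3 explanations. After median-ratio scaling the Nlrp3 log2 fold change at 1 d was 0.545, against 0.54 as deposited, a value that the pseudocount of 1 lets scaling hardly move in a gene of such low FPKM, so that value decides nothing. Limma-voom with median-ratio library sizes works without that pseudocount and gave 2.91 for Nlrp3 (adjusted p = 7.68e-05, in a range from 1.21e-05 to 0.000167 over the alternatives) and 4.69 for Il1b (adjusted p = 0.00192, in a range from 2.76e-05 to 0.00192), so scaling by the total does not account for the rise. RNA from neutrophils may contribute to Il1b: within time points, the deviations of Il1b and of a list of neutrophil genes correlated over the 32 samples (r = 0.827, permutation p = 0.00187, adjusted 0.00187 over the 2 relations tested; rho = 0.564). Without the 2 samples farthest from the median r was 0.571, and without 1 d it was 0.506. RNA from macrophages may contribute to Nlrp3 in the same way (r = 0.661, permutation p = 8e-05, adjusted 0.00016, rho = 0.663), with 0.636 and 0.621 for the same reductions. Both relations leave out the difference between 1 d and the other time points. The neutrophil list was highest at 1 d, 1.345 above the sham group against 0.861 to 1.037 later. The macrophage list was 0.652 above the sham group at 1 d, against 0.98 to 1.387 later. Nlrp3 had a mean FPKM of 0.566 at 1 d and 0.217 to 0.302 later. This goes against the amount of macrophage RNA as the reason that Nlrp3 was highest at 1 d. Il1b at 1 d varied widely between samples, from 6 to 250 fragments, and was at least 32.8-fold above the sham floor on average. A change in the cells present and a change within muscle fibres cannot be told apart with these values. No sham samples of 1 d were sequenced, so an effect of the operation itself cannot be told apart from denervation either.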

How the results depend on the processing

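Alternatives added after seeing the data were limma-voom on the recovered fragments, an unmoderated model without a filter, totals without mitochondrial or abundant genes, a background of genes able to reach 1.5-fold, and correlations over all 32 samples without a log or without 1 d. No paired analysis was possible because the columns carry no replicate numbers tied to the samples, so the planned fit with a block was not run. No cause was tested for the changes below unless a value is given for it.

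The counts for 14, 21 and 28 d against the sham group, 2951 higher and 864 lower, were 5947 and 1430 with a pseudocount of 0.1, 6475 and 1452 with 0.01, 1402 and 1657 with median-ratio scaling, and 1530 and 1510 with quantile normalization. TPM gave 6044 higher genes (87.4% of calls higher) and limma-voom gave 3047 lower genes beside 3099 higher (50.4% higher). Without a fold threshold and with adjusted p the counts were 9197 and 2441, and with a 2-fold threshold 930 and 393. Totals without mitochondrial fragments and the 20 most abundant nuclear genes gave 1935 higher genes. Across the 16 fits that each left out a sample the counts ran from 2884 to 3055 and from 855 to 886.

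With a pseudocount of 0.1 the genes called against the sham group numbered 3621 at 1 d, 6847 at 3 d, 6934 at 5 d, 7267 at 7 d, 7138 at 14 d, 6057 at 21 d and 7277 at 28 d, and 326 between 28 d and 14 d. With 0.01 they numbered 3800, 7137, 7130, 7471, 7329, 6288 and 7446. TPM gave 3313 at 1 d, 6358 at 3 d, 7135 at 5 d, 7448 at 7 d, 7610 at 14 d, 5720 at 21 d, 7216 at 28 d and 332 between 28 d and 14 d. Limma-voom gave 3513 at 1 d, 6645 at 3 d, 5172 to 5801 from 5 d to 28 d, and 379 between 28 d and 14 d. Counts were lower with median-ratio scaling, at 1945, 4007, 3174, 3324, 3111, 2997 and 3239 from 1 d to 28 d, and with quantile normalization, at 1842, 3876, 3173, 3332, 3097, 2971 and 3208. As deposited they were 1950, 4254, 4148, 4308, 4075, 3466 and 4049. Between 28 d and 14 d the count was 217 as deposited, 203 with median-ratio scaling and 218 with quantile normalization.

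With the filter at an FPKM of 1, Nlrp3, Il1b and Pycard were not in the fit. Nlrp3, Casp1 and Pycard kept their direction and an adjusted p under 0.05 in every alternative run for them, with largest adjusted p-values of 0.0364, 0.0379 and 0.0318. Their log2 fold changes were 0.25, 0.54 and 0.25 as deposited, 1.15, 0.91 and 0.86 with a pseudocount of 0.1, and 1.71, 0.58 and 0.80 with limma-voom. The Gsdmd log2 fold change lost its adjusted p under 0.05 with median-ratio scaling (0.13, adjusted p = 0.102), quantile normalization (0.14, 0.0912) and limma-voom (0.16, 0.207), in a range from 7.34e-06 to 0.207. Il18 did so under the same settings (0.30, 0.29 and 0.39, with adjusted p-values of 0.113, 0.126 and 0.231), in a range from 0.000664 to 0.231. Il1b did so in the fit of all 32 samples (0.29, adjusted p = 0.385, in a range from 0.003 to 0.385). That fit includes the 1 d samples, in which Il1b ran from 6 to 250 fragments. Trim63 passed with limma-voom (-0.61, adjusted p = 0.0364, in a range up to 0.848). Fbxo32, at 0.08 as deposited, turned negative with median-ratio scaling (-0.10), quantile normalization (-0.12) and limma-voom (-0.25), and passed no threshold. Single time points were less stable. With median-ratio scaling the adjusted p at 14, 21 and 28 d was 0.0339, 0.144 and 0.064 for Nlrp3. It was 0.0781, 0.00806 and 0.0584 for Casp1, and 0.132, 0.11 and 0.167 for Pycard.

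The NLRP3 inflammasome pathway passed an adjusted p of 0.05 with a pseudocount of 0.1 (odds ratio 6.08, adjusted p = 0.0353) and of 0.01 (5.56, adjusted p = 0.0498), in a range from 0.0353 to 0.761. The hand-written list turned from an odds ratio under 1 to one above it with a pseudocount of 0.1 (1.55), with 0.01 (1.64), without a filter (1.43), with TPM (2.16) and with limma-voom (2.42), with no p under 0.051.

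The correlation of Nlrp3 with Casp1 lost its p under 0.05 in the 12 denervated samples (0.08), in deviations from the mean of each time point (0.192), with median-ratio scaling (0.495) and without the 2 farthest samples (0.488). That with Gsdmd did so in the 12 denervated samples (0.568), where rho was 0.706 (permutation p = 0.0132, adjusted 0.079). That with Il1b gained it over all 32 samples (0.802), with a pseudocount of 0.1 (0.55), over 32 samples without a log (0.851) and without 1 d (0.463), and ranged from 0.396 to 0.583 across the 16 fits that each left out a sample, of which 8 gained it.

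Depth limits Nlrp3, Il1b and Pycard most, with 1 to 8, 0 to 3 and 8 to 17 fragments per sham sample.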

Differences from the paper's values

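All comparisons below use settings chosen before the data were examined unless another is named. Values read from figures were read by eye, and a difference of more than 0.1 between correlations was counted as a difference, a limit chosen here.

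For the correlation of Nlrp3 with Il1b the paper shows about 0.9 in Fig. 2D, read by eye, against 0.502 over 16 samples. For Gsdmd the paper shows about 0.5 in Fig. 2D, read by eye, against 0.813, and for Casp1 about 0.4 in Fig. 2D, read by eye, against 0.639. Of the alternatives set before the data were examined, taking all 32 samples came within 0.1 of the paper for all 3 pairs (0.802, 0.543 and 0.43). For Gsdmd the 12 denervated samples (0.568), deviations from the mean of each time point (0.513) and median-ratio scaling (0.593) also did so. For Casp1 median-ratio scaling (0.495) and leaving out the 2 farthest samples (0.488) also did so. The other alternatives did not. All 32 samples without a log gave 0.851, 0.491 and 0.361, a setting chosen after seeing the values.

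The mRNA levels relative to Gapdh at 28 d over 0 d were set beside the PCR of the paper. Their SDs run over the 4 samples of 28 d and leave out the spread at 0 d. The mean FPKM of Gapdh itself was 196.5 at 0 d and 106.7 at 28 d, which raises each of these ratios. Nlrp3 had 1 to 8 fragments per sample at 0 d. The paper shows about 10 for Gsdmd in Fig. 3C, read by eye, against 2.92 ± 0.486 here. For Casp1 it shows about 13 in Fig. 3C, read by eye, against 3.51 ± 0.429, and for Pycard about 17 in Fig. 3C, read by eye, against 4.03 ± 0.59. For Il18 it shows about 14 in Fig. 3C, read by eye, against 4.24 ± 0.367. For Trim63 it shows about 6.6 in Fig. 3C, read by eye, against 1.11 ± 0.189, and for Fbxo32 about 5.2 in Fig. 3C, read by eye, against 2.69 ± 1.54. For Nlrp3 the paper shows about 10 in Fig. 3C, read by eye, beside 8.53 ± 4.9 here, and for Il1b about 9 in Fig. 3C, read by eye, beside at least 7.23, which were not counted as differences. No alternative was run on these ratios, since a scaling of the whole sample cannot move a ratio within it.

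The counts of higher and lower genes lie near the paper's 2938 and 865. The unmoderated linear model gave 2938 higher and 863 lower genes. The same model without a filter gave 2938 and 866, a setting chosen after seeing the values. Leaving out a single sample of 28 d gave 2940 and 865. The table holds 33397 genes against the 33377 of the paper.

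The paper lists assembly of the NLRP3 inflammasome among the enriched terms. The Reactome pathway used here had an adjusted p of 0.467 in the main setting, and passed 0.05 with a pseudocount of 0.1 (0.0353) and of 0.01 (0.0498).

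The paper describes pyroptosis molecules as still rising from 14 d to 28 d, from Western blots of protein and from PCR with GAPDH as reference. The values below are of RNA and are not relative to Gapdh. Between these time points the limma log2 fold changes were -0.04 for Nlrp3 (adjusted p = 0.952), 0.01 for Casp1 (adjusted p = 1), 0.08 for Gsdmd (adjusted p = 0.926), -0.02 for Pycard (adjusted p = 0.976), 0.13 for Il1b (adjusted p = 0.948) and 0.64 for Il18 (adjusted p = 0.0873). For Il18 median-ratio scaling gave an adjusted p of 0.0453, quantile normalization gave 0.0267, and limma-voom, chosen after seeing the values, gave 0.0291. With the other 6 alternatives run on the time points the adjusted p for Il18 ran from 0.0643 to 0.177.

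The paper describes MuRF1 and Atrogin-1 as rising gradually, from Western blots of protein and from PCR with GAPDH as reference. The log2 fold changes below are of RNA and are not relative to Gapdh. Relative to Gapdh, RNA-seq put Trim63 at 3.45 ± 0.934 over 0 d at 14 d (SD, n = 4). At 21 d it was at 1.27 ± 0.155 and at 28 d at 1.11 ± 0.189. Fbxo32 was at 2.59 ± 1.73, 1.95 ± 0.437 and 2.69 ± 1.54 on these days. Trim63 had a log2 fold change against the sham group of 3.77 at 3 d, 0.50 at 14 d, -0.48 at 21 d and -0.73 at 28 d. At 14 d it was 0.71 with TPM (adjusted p = 0.000216), 0.28 with quantile normalization (adjusted p = 0.124), 0.10 with median-ratio scaling (adjusted p = 0.646) and 0.10 with limma-voom, chosen after seeing the values (adjusted p = 0.618). At 21 d it was -0.344 with TPM (adjusted p = 0.0632), against an adjusted p of 0.00525 as deposited. Quantile normalization gave -0.635 at 21 d (adjusted p = 0.000561) and median-ratio scaling -0.785 (adjusted p = 0.000117). At 28 d it was -0.57 with TPM, -0.91 with quantile normalization and -1.11 with median-ratio scaling. Fbxo32 had log2 fold changes of -0.01 at 14 d (adjusted p = 0.98), 0.05 at 21 d (adjusted p = 0.876) and 0.21 at 28 d (adjusted p = 0.431). Its mean FPKM was only 0.907 in the sham group, from 84 to 121 fragments per sample, so the pseudocount of 1 understates its change. With a pseudocount of 0.1 the log2 fold changes were -0.065, 0.095 and 0.337. Exons of Fbxo32 overlap an antisense gene by 186 bases. Whether its low level reflects the counting was not tested.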

Other observations

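In this part, the tests of the share of higher genes under median-ratio scaling and of differences in level between time points were chosen only after the results were seen.

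The excess of higher over lower genes at 14, 21 and 28 d was set against 6 technical explanations. As deposited, 77.4% of the called genes were higher, and after median-ratio scaling 45.8%. That scaling centres the fold changes, so its share lies near balance by construction and leaves the question of scaling by the total open. With mitochondrial fragments left out of the total the share was 68.4%, which leaves that explanation open, and with the 20 most abundant nuclear genes left out as well it was 60.5%. Thinning every library to the smallest total left the share at 77.4%; the counts came out equal by coincidence, since 2891 of the higher and 853 of the lower genes were shared. In tertiles of exon length the lowest share was 73.0%, and in tertiles of GC content it was 76.1%. Abundant genes that take fewer fragments post denervation may thus contribute to the excess, by an extent that these values do not settle. The number of higher genes and the number of lower genes were each reached in 1 of 100 splits of the 16 samples, the real one; the largest other counts were 1323 and 538. The real grouping was likewise the only 1 of 35 splits to give as many genes at 14 d, 21 d and 28 d and between 28 d and 14 d.

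Part of the correlations over 16 samples may come from the difference in level between the time points. With the mean of each time point taken out, r was 0.192 for Nlrp3 with Casp1 and 0.04 with Il1b, and 0.513 with Gsdmd, where the test leaves the question open. With the mean of a list of 12 macrophage genes held fixed, r was -0.194 for Casp1 and 0.417 for Gsdmd. The mean of this list was higher in every sample of 14, 21 and 28 d than in any sham sample. Holding it fixed thus also acts on the difference between sham and denervated samples. For neither gene can RNA from macrophages be told apart from that difference with these values. Over all 32 samples r between Nlrp3 and Il1b was 0.802, and 0.463 without the samples of 1 d.

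Gapdh, the PCR reference of the paper, had a mean FPKM of 196 ± 2.98 (SD, n = 4) in the sham group and 99.8 ± 16.5 (SD, n = 12) at 14, 21 and 28 d, with all 12 samples below every sham sample (limma log2 fold change -0.99, adjusted p = 1.01e-06). After median-ratio scaling it was -1.35, so scaling by the total does not account for the fall. Exons of Gapdh overlap an antisense gene, Iffo1, by 68 bases, whose mean FPKM was 2.75 and 9.80. In the RNA-seq values the lower Gapdh level raised ratios to Gapdh. Trim63 was at 1.11 relative to Gapdh at 28 d over 0 d, while its mean FPKM was 54.4 against 91.4. That the same holds for the PCR is a hypothesis that PCR values were not used here to test.

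Over 14, 21 and 28 d together Trim63 had a log2 fold change of -0.24 (limma adjusted p = 0.47) and Fbxo32 of 0.08 (limma adjusted p = 0.634). Fbxo32 was measured at a low level, with a mean FPKM of 0.907 in the sham group. The 31 proteasome genes of a list written beforehand were all higher at 14, 21 and 28 d as deposited, with a median log2 fold change of 0.87, and 30 of 31 were higher after median-ratio scaling, with a median of 0.51. Their mean was highest at 3 d, 1.52 above the sham group on the log2 scale.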
